# Tumor Growth in the High Frequency Medulloblastoma Mouse Model Ptch1^+/−^/Tis21^KO^ Has a Specific Activation Signature of the PI3K/AKT/mTOR Pathway and Is Counteracted by the PI3K Inhibitor MEN1611

**DOI:** 10.3389/fonc.2021.692053

**Published:** 2021-07-30

**Authors:** Manuela Ceccarelli, Giorgio D’Andrea, Laura Micheli, Giulia Gentile, Sebastiano Cavallaro, Giuseppe Merlino, Giuliana Papoff, Felice Tirone

**Keywords:** Shh-type medulloblastoma, mouse model, PI3K/AKT/mTOR pathway, MEN1611, proliferation, apoptosis, tumor stem cells, allograft model

## Abstract

We have previously generated a mouse model (*Ptch1^+/−^/Tis21^KO^*), which displays high frequency spontaneous medulloblastoma, a pediatric tumor of the cerebellum. Early postnatal cerebellar granule cell precursors (GCPs) of this model show, in consequence of the deletion of *Tis21*, a defect of the Cxcl3-dependent migration. We asked whether this migration defect, which forces GCPs to remain in the proliferative area at the cerebellar surface, would be the only inducer of their high frequency transformation. In this report we show, by further bioinformatic analysis of our microarray data of *Ptch1^+/−^/Tis21^KO^* GCPs, that, in addition to the migration defect, they show activation of the PI3K/AKT/mTOR pathway, as the mRNA levels of several activators of this pathway (e.g., *Lars*, *Rraga*, *Dgkq*, *Pdgfd*) are up-regulated, while some inhibitors (e.g. *Smg1*) are down-regulated. No such change is observed in the *Ptch1^+/−^* or *Tis21^KO^* background alone, indicating a peculiar synergy between these two genotypes. Thus we investigated, by mRNA and protein analysis, the role of PI3K/AKT/mTOR signaling in MBs and in nodules from primary *Ptch1^+/−^/Tis21^KO^* MB allografted in the flanks of immunosuppressed mice. Activation of the PI3K/AKT/mTOR pathway is seen in full-blown *Ptch1^+/−^/Tis21^KO^* MBs, relative to *Ptch1^+/−^/Tis21^WT^* MBs. In *Ptch1^+/−^/Tis21^KO^* MBs we observe that the proliferation of neoplastic GCPs increases while apoptosis decreases, in parallel with hyper-phosphorylation of the mTOR target S6, and, to a lower extent, of AKT. In nodules derived from primary *Ptch1^+/−^/Tis21^KO^* MBs, treatment with MEN1611, a novel PI3K inhibitor, causes a dramatic reduction of tumor growth, inhibiting proliferation and, conversely, increasing apoptosis, also of tumor CD15^+^ stem cells, responsible for long-term relapses. Additionally, the phosphorylation of AKT, S6 and 4EBP1 was significantly inhibited, indicating inactivation of the PI3K/AKT/mTOR pathway. Thus, PI3K/AKT/mTOR pathway activation contributes to *Ptch1^+/−^/Tis21^KO^* MB development and to high frequency tumorigenesis, observed when the *Tis21* gene is down-regulated. MEN1611 could provide a promising therapy for MB, especially for patient with down-regulation of *Btg2* (human ortholog of the murine *Tis21* gene), which is frequently deregulated in Shh-type MBs.

## Introduction

Medulloblastoma (MB) is a highly aggressive primitive neuroectodermal tumor that originates in the cerebellum following aberrant developmental processes (1, 2). MB occurs most frequently in children (1–9 years of age); it represents 15-20% of all pediatric brain tumors and the leading cause of childhood death from cancer (3–5). Although the current treatment of disease, which includes surgery, craniospinal irradiation and high-dose chemotherapy, results in an acceptable survival rate, the prognosis of high-risk patients still remains unfavorable (4, 6, 7). Moreover, many survivors undergo serious long-term side effects, including secondary tumors (8–10), as well as physical, cognitive and behavioral impairments (11–13). Therefore, understanding the molecular mechanisms underlying MB development is now the focus of extensive research aimed to refine patient stratification and to develop personalized treatment strategies.

In this context, genomic and transcriptional profiling analyses of MBs have led to a classification of this tumor into four molecular subgroups: Wingless/Integrated (Wnt), Sonic hedgehog (Shh), Group 3 and Group 4 (14, 15). The Shh subtype comprises about 30% of all human MBs, being the most frequent in infants and adults (16, 17). The Shh-type MBs can be initiated by activation of the Shh pathway in the granule cell precursors (GCPs), located at the surface of the developing cerebellum in the external granule layer (EGL) (18–21). During cerebellar morphogenesis, the GCPs proliferate extensively in the EGL, from which they then migrate internally and differentiate into granule neurons, thus forming the internal granule layer (IGL) (22, 23). Hence, the aberrant activation of the Shh signaling pathway increases the mitotic activity of the GCPs in the EGL and promotes their transformation, leading to the development of MB (24).

Recently, we have generated a new spontaneous Shh-type MB mouse model by crossing *Patched1* heterozygous (*Ptch1^+/−^*) mice – which develop MB with an incidence of 8% to 30% depending on the genetic background (25, 26) – with mice lacking the tumor suppressor *Tis21* (27). The *Tis21* gene, whose expression levels are down-regulated in murine and human MBs (28), behaves as a MB suppressor when overexpressed in cerebellar GCPs as well as in neoplastic cells, by inhibiting cell proliferation and triggering neural differentiation (28–30). The *Ptch1^+/−^/Tis21^KO^* mice showed a significantly higher MB frequency (up to 80%) than the *Ptch1^+/−^* mice, associated to impairment of GCPs migration from the cerebellar surface to the IGL during development (27). By genomic analysis we identified the chemokine Cxcl3 as responsible for the migration of GCPs outside the EGL; in fact, in *Ptch1^+/−^/Tis21^KO^* GCPs the *Cxcl3* gene is highly down-regulated in consequence of the absence of expression of the Tis21 protein, which is recruited to the *Cxcl3* promoter and induces its activity (27). Then, we hypothesized that, in the *Ptch1^+/−^/Tis21^KO^* mouse model, the Cxcl3 down-regulation, by forcing GCPs to remain longer in the EGL under the proliferative influence of Shh instead of migrating internally and differentiating, induces the GCPs to become neoplastic cells. We confirmed our hypothesis by showing that in *Ptch1^+/−^/Tis21^KO^* mice the chronic intracerebellar administration of the chemokine Cxcl3 inhibits MB growth (31).

Moreover, a further thorough comparison between the genome-wide expression data previously obtained from GPCs at 7 day of age (P7) in the high frequency MB mouse model *Ptch1^+/−^/Tis21^KO^* and the data in the low frequency MB model *Ptch1^+/−^/Tis21^WT^* (32), indicated, as we report here, that the PI3K/AKT/mTOR pathway is up-regulated in *Ptch1^+/−^/Tis21^KO^* GCPs. The PI3K/AKT/mTOR pathway controls physiological processes such as cell growth and metabolism, proliferation, migration, survival and protein synthesis (33–35) and is frequently hyper-activated in many types of human cancer (36). In MB, the PI3K/AKT/mTOR pathway is often deregulated, contributing to the tumor development through the control of cell proliferation, chemoresistance and metastasis (37, 38). Numerous genetic alterations in the components of the PI3K/AKT/mTOR pathway have been found in human MBs, occurring independently of the molecular subtype (39, 40). In Shh-type MB, the PI3K/AKT/mTOR pathway is mutated in more than 5% of cases (41). Interestingly, activation of the PI3K/AKT/mTOR pathway is involved in resistance to Shh inhibitors (42) and in proliferation and survival of tumor stem cells (43, 44), thus contributing to the very poor prognosis of the high-risk patients.

In this report we expand the previous analyses on the *Ptch1^+/−^/Tis21^KO^* mice, to test whether the high frequency MB phenotype is caused by the enhancement of activity of the PI3K/AKT/mTOR pathway, in addition to the Cxcl3-dependent migration defect. With this aim, we first analyzed the full-blown tumors of *Ptch1^+/−^/Tis21^WT^* and *Ptch1^+/−^/Tis21^KO^* mice for mRNA and protein expression and for phosphorylation levels of the main components of the PI3K/AKT/mTOR pathway. In MB lacking the *Tis21* gene we found a hyper-activation of the PI3K/AKT/mTOR pathway, with consequent increase of cell proliferation and decrease of apoptosis. Subsequently, we analyzed the *in vivo* effect of administration of the PI3K inhibitor MEN1611 on the growth of secondary *Ptch1^+/−^/Tis21^KO^* tumors. In MB allografted mice daily treated with MEN1611 *via* oral gavage we observed a highly significant tumor growth inhibition relative to vehicle-treated mice, with a rescue of proliferative and anti-apoptotic phenotype of *Ptch1^+/−^/Tis21^KO^* MB. Notably, the inhibition of PI3K/AKT/mTOR pathway in allograft-derived nodules specifically causes the loss of tumor stem cells, strongly suggesting a role of this pathway in MB resistance and relapse. Altogether, this suggests that the high frequency MB phenotype of the *Ptch1^+/−^/Tis21^KO^* model is also caused, in cooperation with effects of the loss of *Cxcl3* expression, by activation of the PI3K/AKT/mTOR pathway.

## Materials and Methods

### Mice

The *Tis21* knockout mice were generated in the C57BL/6 (B6) strain by gene targeting of exon II of the *Tis21* gene, as previously described (45). *Patched1* heterozygous (*Ptch1^+/−^*) mice were previously created in CD1 background by replacing exons 6 and 7 of the gene with the neomycin-resistance gene cassette (26).

The crossing of *Ptch1^+/−^* with *Tis21^−/−^* mice generated *Ptch1^+/−^/Tis21^+/−^* double-heterozygous mice, which were interbred to obtain *Ptch1^+/−^/Tis21^+/+^* and *Ptch1^+/−^/Tis21^−/−^* genotypes (referred throughout this report to as *Ptch1^+/−^/Tis21^WT^* and *Ptch1^+/−^/Tis21^KO^*, respectively); the progeny was further interbred for at least six generations to achieve isogenicity. Genotyping of *Ptch1^+/−^/Tis21^WT^* and *Ptch1^+/−^/Tis21^KO^* pups was routinely performed by PCR analysis using genomic DNA extracted from tail tips, as described (27).

For *in vivo* drug studies, 4-week-old athymic nude female mice (*Foxn1^nu^/Foxn1^+^*) were purchased from Envigo (Udine, Italy) and housed in individually ventilated cages under controlled conditions (20–22°C; 55–65% relative humidity; 12/12 hours light/dark cycle; irradiated standard diet and water *ad libitum*).

All animal procedures were carried out in accordance to current guidelines of the European Ethical Committee (directive 2010/63/EU) and with the experimental protocols approved by the Italian Ministry of Health (Authorizations N. 206/2017-PR and N. 872/2015-PR). All efforts were made to minimize animal pain or discomfort.

### Microarray Analysis

Genome-wide expression study of GCPs isolated from the EGL of *Ptch1^+/+^/Tis21^WT^* (*n* = 3), *Ptch1^+/+^/Tis21^KO^* (*n* = 3), *Ptch1^+/−^/Tis21^WT^* (*n* = 4) and *Ptch1^+/−^/Tis21^KO^* (*n* = 4) mice of either sex at P7 was previously performed with Whole Mouse Genome Microarrays (Agilent Technologies, Santa Clara, CA, USA), as described (27).

Raw data from microarray experiments were processed and analyzed using GeneSpring 11.5.1 (Agilent Technologies) (27). In detail, raw signal values were thresholded to 1, log_2_ transformed, normalized to the 50^th^ percentile, and baselined to the median of all samples. Genes with a corrected *p* value of < 0.05 [one-way ANOVA followed by the Benjamini and Hochberg false discovery rate (FDR) and the Tukey’s *post hoc* test] were considered differentially expressed. The gene array expression data are shown as heat map in published reference (27) and as supplementary table of reference (27) at http://www.inmm.cnr.it/tirone/. Furthermore, the whole microarray datasets are deposited at the Gene Expression Omnibus (GEO) repository with Accession Numbers GSE178122 and GSE178124 (https://www.ncbi.nlm.nih.gov/geo/).

An enrichment analysis for Gene Ontology Biological Processes was performed in this study by Panther Classification System through The Gene Ontology Resource website^1^, using a subset of 13 deregulated genes, listed in **Figure 2**, found in literature to be involved in the PI3K/AKT/mTOR pathway. Data settings and results of the overrepresentation analysis are available in the **Table S1**.

### Generation and Collection of Tumors in *Ptch1^+/−^* Background

su *Ptch1^+/−^/Tis21^WT^* and *Ptch1^+/−^/Tis21^KO^* mice of either sex were daily monitored for tumor formation for 12 months after birth. The animals were euthanized under anesthesia when they showed physical (weight loss, head doming, hunched posture, ruffling of fur, posterior paralysis) and behavioral (preferential turning to one side, impaired balance, lethargy) signs of MB; the tumors were then isolated for subsequent experiments.

For analyses of mRNAs and proteins, the tumors were snap frozen in liquid nitrogen.

For immunofluorescence staining, MBs were fixed by immersion overnight in 4% paraformaldehyde (PFA) (wt/vol) in phosphate buffered saline (PBS), then cryoprotected in 30% sucrose in PBS and frozen at −80°C until use.

For allograft propagation, *Ptch1^+/−^/Tis21^KO^* fresh tumors were minced and then dissociated into single cells using the enzymatic dissociation system previously described (46). Briefly, the tumor fragments were incubated with collagenase type IV (500 μg/ml; Sigma-Aldrich, St. Louis, MO, USA) and hyaluronidase (500 μg/ml; Sigma-Aldrich) for 30 minutes at 37°C, then strained using a cell-strainer (40 μm; BD Biosciences, San Jose, CA, USA). A yield of 4–6 × 10^7^ cells per tumor was obtained.

### Medulloblastoma Allograft Studies

Flank tumor allografts were generated as previously described (30). Briefly, nude mice of 6–8 weeks of age were injected using aseptic technique with 3.5–4.0 million MB cells suspended in 50% matrigel (BD Biosciences) in 200 μl of PBS subcutaneously into the right flank of each mouse. Once the tumors became palpable, the mice were monitored twice a week and the size of nodules was measured by digital caliper. Each tumor volume (TV) was calculated using the ellipsoid formula: TV = (L × W^2^)/2, where L is the length of the nodule and W is the width.

When the tumors reached a volume of approximately 200 to 250 mm^3^, the mice were randomized into experimental and control groups (*n* = 5 or 6 in each group, for three independent experiments) and treatment was started. Control group mice were treated with vehicle [DMSO/Cremophor EL (50/50 vol/vol) mixed solution, diluted 10 times in a diluent solution (10% 2-hydroxypropyl-β-cyclodextrin and 10% Polyethylene Glycol 400 in distillated water); all reagents were from Sigma-Aldrich]. Experimental group mice were treated with MEN1611, kindly supplied by A. Menarini Industrie Farmaceutiche Riunite S.r.l. (Florence, Italy) [dissolved in DMSO/Cremophor EL mixed solution and 10-fold diluted in diluent solution up to a concentration of 0.65 mg/ml (6.5 mg/kg/day)] for 18 consecutive days by oral gavage.

MEN1611 (also known as CH5132799 or PA799), discovered by Chugai Pharmaceutical Co., Ltd (Tokyo, Japan) (47–49) and acquired by the Menarini Group^2^, is a potent and selective orally available PI3K inhibitor (50), currently tested in phase Ib/II clinical trial for the treatment of some solid tumors (51, 52).

Tumor volume and body weight of mice were measured three times per week. At the end of treatment, all mice were euthanized with i.p. injections of tiletamine/zolazepam (800 mg/kg) and xylazine (100 mg/kg), and tumors were collected, measured (volume and weight), photographed, and pathologically examined. Tumors were divided in two parts, one was flash frozen in liquid nitrogen for molecular analysis and the other was fixed in 4% PFA in PBS by overnight immersion for immunohistochemical analysis. For protein studies (levels and phosphorylation) by Western blotting, the tumors were harvested 4 hours after the last dose of drug (42, 48).

### RNA Extraction and Real-Time PCR

RNA isolation from MBs and nodules, cDNA synthesis and real-time PCR were performed as previously described (30, 53). Briefly, total cellular RNA was extracted from each sample with Trizol Reagent (Invitrogen, San Diego, CA, USA) following the manufacturer’s instructions, then reverse-transcribed and analyzed by real-time PCR, using SYBR Green I dye chemistry in duplicate samples and a 7900HT System (Applied Biosystems, Foster City, CA, USA). Six MBs per genotype (*Ptch1^+/−^/Tis21^WT^* or *Ptch1^+/−^/Tis21^KO^*) and six nodules per treatment (MEN1611 or vehicle) were analyzed; each experiment was conducted two or three times independently. The mRNA relative expression values were obtained by the comparative cycle threshold method (54), and were normalized to those of the *TATA-binding protein* (*TBP*) endogenous control; as control calibrator, one single MB or nodule control sample over six was randomly chosen. Specific real-time PCR primers were designed by the Beacon Designer 7.1 software (Premier Biosoft International, Palo Alto, CA, USA) or by the BLAST software^3^; their sequence is available on request.

### Western Blotting

*Ptch1^+/−^/Tis21^WT^* (*n* = 6) and *Ptch1^+/−^/Tis21^KO^* (*n* = 6) snap frozen tumor biopsies, as well as flash frozen MEN1611- and vehicle-treated nodules (*n* = 5 for each treatment), were lysed into RIPA lysis buffer [50 mM Tris–HCl (pH 7.4), SDS 0.1%, sodium deoxycholate 0.25%, 150 mM NaCl, 2 mM EDTA (pH 8.0), 10% glycerol, 1% TRITON X-100], containing 1 mM phenylmethylsulfonyl fluoride (PMSF), 10 μg/ml of leupeptin and aprotinin, 10 mM β-glycerophosphate, 4 mM NaF, 0.1 mM Na_3_VO_4_, 5 mM Na(C_3_H_7_COO), and sonicated. Proteins (40 μg per sample) were electrophoretically analyzed by sodium dodecyl sulfate (SDS)−12% polyacrylamide gel electrophoresis (PAGE) and transferred to nitrocellulose membranes (Amersham™ Protran™ 0.45 μm; #10600002; GE Healthcare Life Sciences, Little Chalfont, UK), later incubated for 2 hours in blocking buffer {TBS [10 mM Tris–HCl (pH 8.0), 150 mM NaCl]−0.05% Tween−5% powdered milk}. Lysates were immunoblotted overnight at 4°C with antibodies against phospho-AKT (Ser473; #4060), phospho-S6 (Ser235/236; #2211) and phospho-4EBP1 (Thr37/46; #2855) diluted in the same blocking buffer, followed by membrane stripping and reprobing with antibodies for AKT (#9272), S6 (#2217) and 4EBP1(#9452). The antibodies, all from Cell Signaling Technology (Danvers, MA, USA), were used at a concentration of 1:1000, except for anti-phospho-AKT used at a concentration of 1:2000. All membranes were then incubated with the antibody anti-βActin (A5441; Sigma Aldrich; 1:10000), used as loading control.

The densitometric analysis of Western blots of MBs and nodules was performed with the Scan Analysis software (Biosoft, Cambridge, UK). The protein phosphorylation ratio, expressed as mean% ± SEM of densitometric values, was obtained by averaging the percentage of protein phosphorylation in each sample relative to the corresponding total protein expression.

### Immunohistochemistry, Confocal Microscopy and Quantification of Cell Numbers

Immunohistochemical analysis of primary and secondary MB tumors, using fluorescent methods, was performed as previously described (30, 53). Briefly, all samples were embedded in Tissue-Tek OCT (Sakura Finetek, Torrance, CA, USA) and cut in serial free-floating sections of 40 μm thick on a rotary cryostat at −25°C. The sections were permeabilized with 0.3% Triton X-100 in PBS and incubated for 16 hours at 4°C with primary antibodies diluted in 3% normal donkey serum in PBS. For phospho-AKT detection, the MB slices were incubated with blocking buffer (1×PBS, 0.3% Triton X-100, 1% BSA, 5% normal donkey serum) for 1 hour at room temperature and then incubated overnight at 4°C with the primary antibody diluted in blocking buffer. Primary antibodies used were a rabbit monoclonal antibody against phospho-AKT (Ser473; Cell Signaling Technology; #4060; 1:200), a rabbit monoclonal antibody against Ki67 (LabVision Corporation, Fremont, CA; clone SP6; 1:150), a rabbit polyclonal antibody against cleaved (activated) Caspase-3 (Cell Signaling Technology; #9661; 1:100), or a mouse monoclonal antibody raised against CD15 (Santa Cruz Biotechnology, Santa Cruz, CA, USA; sc-19648; 1:100). The following day, the slides were reacted with the appropriate secondary antibodies, diluted in PBS (1:200), all from Jackson ImmunoResearch (West Grove, PA, USA): a donkey anti-rabbit Cy3-conjugated (phospho-AKT, Ki67, Caspase-3), or a donkey anti-mouse conjugated to Alexa-488 (CD15). Sections were counterstained by Hoechst 33258 (1 mg/ml in PBS; Sigma-Aldrich) to visualize the nuclei.

Digital images of the immunostained sections were collected under the same parameters with an Olympus FV1200 spectral inverted laser scanning confocal microscope and were analyzed by the IAS software (Delta Sistemi, Rome, Italy).

For quantification of phospho-AKT expression, we acquired 20 representative images from 20 sections of each tumor (*n* = 4 for each genotype), spaced with intervals of 240 μm, in order to ensure a representative sampling of the whole tumor. The MB pictures were collected with identical acquisition parameters and exposure times upon setting on negative sample, obtained by omitting the primary antibody, to uniform the background, and were analyzed with the IAS software. The phospho-AKT expression was measured as a percentage ratio of cells positive to phospho-AKT staining to the total number of cells labeled by Hoechst 33258 in each medulloblastoma image.

In both MBs and secondary tumors the numbers of proliferating (Ki67^+^), apoptotic (activated Caspase-3^+^), or CD15-positive cells were measured as a percentage ratio to the total number of cells, labeled by Hoechst 33258. The mitotic or apoptotic tumor stem cells were expressed as a percentage ratio between the number of double-marked cells (CD15^+^Ki67^+^ or CD15^+^Caspase3^+^, respectively) and the total number of CD15^+^ tumor stem cells.

In MBs, cell counts were performed on at least 40 images of randomly selected fields, collected from four different tumors for each genotype. In secondary tumors, quantification of cells labeled with a single marker (Ki67 or cleaved Caspase-3) was carried out on at least 44 randomly taken digital pictures, harvested from six different nodules for each treatment. From these same nodules, approximately 24 randomly chosen fields for each sample were collected and analyzed for proliferating and apoptotic fractions of tumor stem cells.

### Statistical Analysis

Statistical analysis of gene expression data by microarray (**Figure 2**) was performed as reported above in the dedicated paragraph, and as previously described (27).

mRNA (in **Figures 3**, **8** and **9**) expression values are shown as average ± SEM and analyzed by the Student’s *t*-test. Statistical analysis of densitometric data of protein phosphorylation (in **Figures 3** and **9**), expressed as mean% ± SEM, was also performed by Student’s *t*-test.

The immunohistochemistry data of phospho-AKT expression (shown in **Figure 4**), of proliferation and apoptosis of MB or nodule cells (shown in **Figures 5** or **7**, respectively), as well as of total, mitotic or apoptotic CD15-positive cells (shown in **Figure 8**) were presented as mean% ± SEM. All these data were at first tested for the equality of variance between groups by the Levene’s and the Bartlett’s tests; if equality was not satisfied in at least one of the two tests, the data were analyzed with a non-parametric test, namely Mann-Whitney *U*-test (i.e., for quantification of proliferating and apoptotic MB cells in **Figure 5**, of Caspase-3-positive cells of nodules in **Figure 7**, and of total and apoptotic CD15-positive tumor stem cells of nodules in **Figure 8**). Data with equality of variance (i.e., phospho-AKT expression in **Figure 4**, and mitotic cells of nodules in **Figures 7** and **8**) were analyzed using the unpaired Student’s *t*-test.

Lastly, the tumor volumes and the body weights of mice involved in *in vivo* studies with the MEN1611 inhibitor (**Figure 6**) were expressed as mean ± SEM and statistically analyzed by Student’s *t*-test; also the statistical analysis of ratio of tumor weight to body weight, expressed as mean% ± SEM, was performed by Student’s *t*-test (**Figure 6**).

The statistical analyses were performed using Microsoft Office Excel (Microsoft® Excel® for Mac 2011; version 14.7.3; Microsoft Corporation, Redmond, WA, USA) and StatView 5.0 software (SAS Institute, Cary, NC, USA) and were considered significant with *p* < 0.05.

## Results

### In the High Frequency MB Mouse Model *Ptch1^+/−^/Tis21^KO^*, the PI3K/AKT/mTOR Pathway Is Up-Regulated With a Model-Specific Signature

Phosphatidylinositol-3-kinase (PI3K) is a heterodimeric lipid kinase, which catalyzes the generation of the second messenger phosphatidylinosityol-3,4,5-triphosphate (PIP_3_) in response to extracellular stimuli (e.g., platelet-derived growth factor, chemokines). PIP_3_ recruits many proteins to the plasma membrane, including the serine/threonine kinase AKT, which, once activated by phosphorylation, in turn phosphorylates a variety of substrates, so activating or inhibiting these targets. The positive regulation of the mammalian target of rapamycin (mTOR) activates protein synthesis and cell proliferation through the action of some translational regulatory proteins such as p70S6K and 4EBP1 (55) (**Figure 1**).

**Figure 1:**
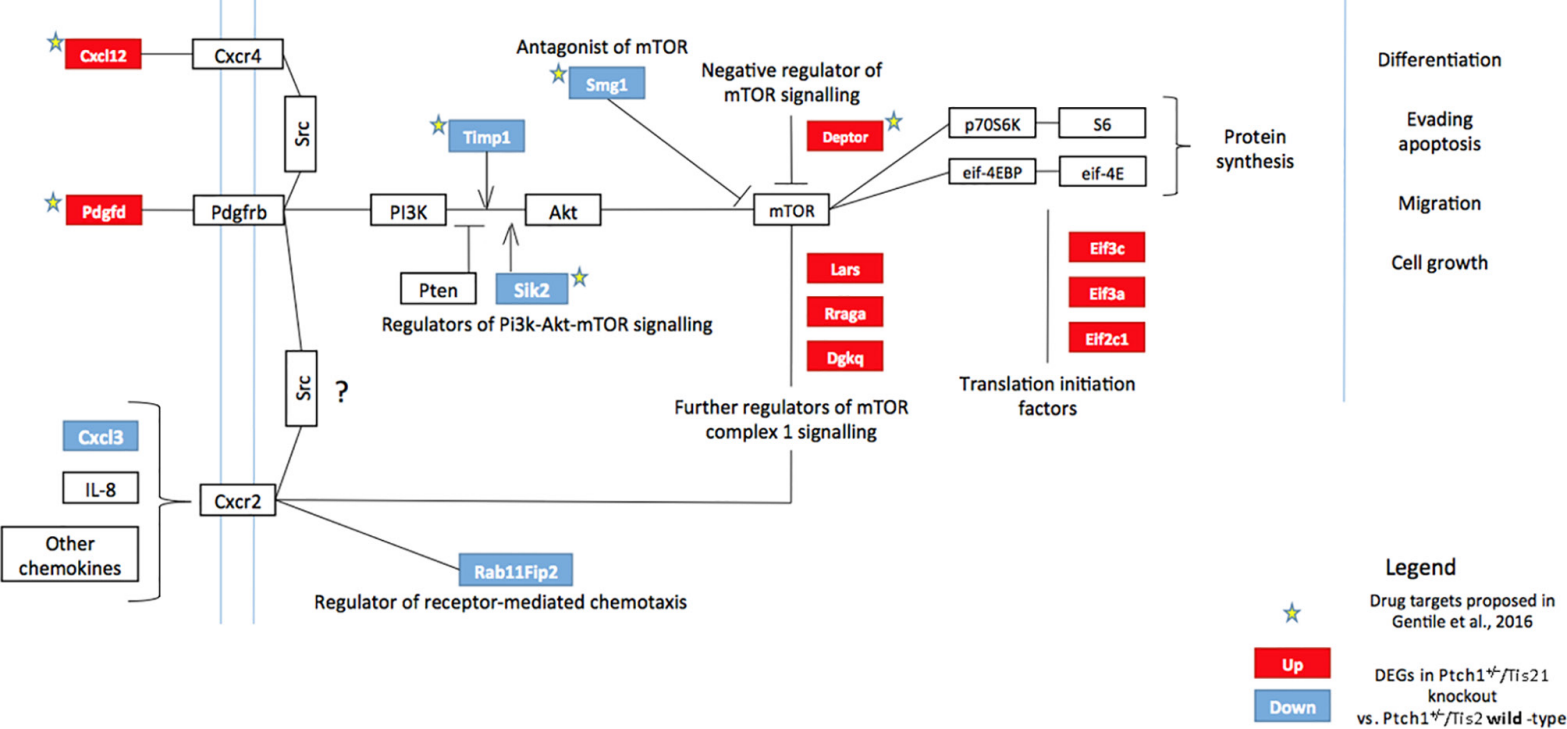
High frequency MB mouse model *Ptch1^+/−^/Tis21^KO^* has a specific activation signature of the PI3K/AKT/mTOR pathway. The picture shows the main components of the PI3K/AKT/mTOR pathway, chiefly involved in cell growth, differentiation, migration and survival. Signaling is activated at the cell membrane by different growth factors and cytokines, and is propagated through PI3K and AKT to a range of downstream molecules, including mTOR, a key regulator of protein synthesis. Several factors may constitutively activate or inhibit this signaling pathway. The colored boxes, blue or red, highlight the genes differentially expressed in the pairwise comparison *Ptch1^+/−^/Tis21^KO^* *versus* *Ptch1^+/−^/Tis21^WT^* (see **Figure 2**), identified by microarray analysis of the GCPs isolated from mice at P7, previously performed by us (27). The blue or red colors indicate down-regulated or up-regulated transcriptional expression, respectively. In *Ptch1^+/−^/Tis21^KO^* cells there is a model-specific activation of the PI3K/AKT/mTOR pathway, with extensive deregulation of the mRNA expression of upstream regulators as well as of the downstream targets. Arrows represent activation; bars represent inhibition. The stars indicate the potential drug targets, identified through the genomic analysis of deregulated *Ptch1^+/−^/Tis21^KO^*-dependent genes, as previously proposed (32). AKT, AKR mouse thymoma kinase; Cxcl, C-X-C motif chemokine ligand; Cxcr, C-X-C motif chemokine receptor; Deptor, DEP domain-containing mTOR-interacting protein; Dgkq, diacylglycerol kinase theta; Eif, eukaryotic translation initiation factor; eif-4EBP, eukaryotic translation initiation factor 4E-binding protein; IL-8, interleukin 8; Lars, leucyl-tRNA synthetase; mTOR, mammalian target of rapamycin; p70S6K, p70 ribosomal protein S6 kinase; Pdgfd, platelet-derived growth factor D; Pdgfrb, platelet-derived growth factor receptor beta; PI3K, phosphatidylinositol-3-kinase; PTEN, phosphatase and tensin homolog; Rab11Fip2, Ras-related binding protein 11 family-interacting protein 2; Rraga, Ras-related GTP-binding protein A; S6, ribosomal protein S6; Sik2, salt-inducible kinase 2; Smg1, nonsense-mediated mRNA decay-associated PI3K-related kinase; Src, steroid receptor coactivator; Timp1, tissue inhibitor of metalloproteinases-1.

Recently, we performed a genome-wide expression analysis by microarray of GCPs isolated from the EGL of 7-day-old (P7) *Tis21^WT^* and *Tis21^KO^* mice, either in *Patched1* wild-type background (*Ptch1^+/+^/Tis21^KO^ vs*. *Ptch1^+/+^/Tis21^WT^*) or in *Patched1* heterozygous background (*Ptch1^+/−^/Tis21^KO^* *vs*. *Ptch1^+/−^/Tis21^WT^*) (27, 32) (microarray results are available as supplementary data of reference (27) at http://www.inmm.cnr.it/tirone/ and at GEO repository, see the section *Microarray Analysis*). 

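The arrays of the *Patched1* heterozygous background, 4 of *Ptch1+/-/Tis21 KO* mice and 4 of *Ptch1+/-/Tis21 WT* mice, were analysed here. GCPs are the granule cell precursors, the dividing cells of the external granular layer (EGL) of the developing cerebellum. Each array had 2 channels. RNA of the GCPs was labeled with Cy3, and RNA of adult mouse brain, used as a common reference, with Cy5, in the same dye orientation on all 8 arrays. For each array the authors deposited the median intensity of each probe in both channels after subtraction of the local background, with a lowest value of 1 and without normalization between arrays. The authors also deposited a table of log2 values. Within each probe, its differences between arrays equal those of the log2 ratio of Cy3 over Cy5 (largest deviation 9.11e-07), and its column medians, between -0.56 and 0.97, carry no shift to a common percentile. The methods give the median of all samples as the baseline. It is not the median of these 8 arrays alone, because only 9.66% of the probes have a median of 0 over them (within 1e-06).

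After the settings stated in the methods, the Cy3 intensity with the floor of 1 was log2 transformed, and the 50th percentile of the 41174 non-control probes of each array was subtracted. The median Cy3 intensity ranged between 60 and 119 in *Ptch1+/-/Tis21 KO* arrays and between 57 and 126 in *Ptch1+/-/Tis21 WT* arrays. Between 6.44% and 15.0% of the probes of an array were at the floor in the Cy3 channel, and between 17.3% and 24.8% in the Cy5 channel. Differences between genotypes were tested probe by probe with limma and Benjamini-Hochberg adjustment, and the number of arrays limits the precision. On simulated data with these arrays' medians, the test recovered 8% of the probes changed by 1 on the log2 scale, 74% of those changed by 2 and 94% of those changed by 3. The changed probes were all brighter than the median probe, so recovery at dimmer probes was not tested.

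*Tis21* is listed under its gene symbol *Btg2* and has 3 probes. At the brightest, A_52_P31543, its level was -0.33 ± 1.47 (SD, n = 4) in *Ptch1+/-/Tis21 KO* GCPs and 4.87 ± 0.22 (SD, n = 4) in *Ptch1+/-/Tis21 WT* GCPs relative to the array median. The log2 fold change was -5.19 (standard error 0.69, adjusted p = 0.11 from limma). At A_52_P925197 it was -3.43, and at A_52_P35217, where 1 *Ptch1+/-/Tis21 KO* array was at the floor, *Btg2* was at least 33.3-fold lower. At each of the 3 probes all 4 *Ptch1+/-/Tis21 KO* arrays lay below all *Ptch1+/-/Tis21 WT* arrays (exact two-sided permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). Where the probes lie relative to the deleted part of the gene is not given in the sources used here. Patched1 itself, at probe A_51_P127435, had a log2 fold change of -0.99 (adjusted p = 0.50 from limma).

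Hybridisation dates and slides are not given in the sources used here, so the Cy5 channel, which holds the same kind of RNA on every array, was examined for a batch. Its first principal component held 44.74% of the variance and parted *Ptch1+/-/Tis21 KO* replicates 1 to 3 and *Ptch1+/-/Tis21 WT* replicate 1 (set 1) from *Ptch1+/-/Tis21 KO* replicate 4 and *Ptch1+/-/Tis21 WT* replicates 2 to 4 (set 2). In the Cy3 channel, the first component held 45.06% of the variance, and *Ptch1+/-/Tis21 WT* replicate 1 lay among the *Ptch1+/-/Tis21 KO* arrays.

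**Figure D1:**
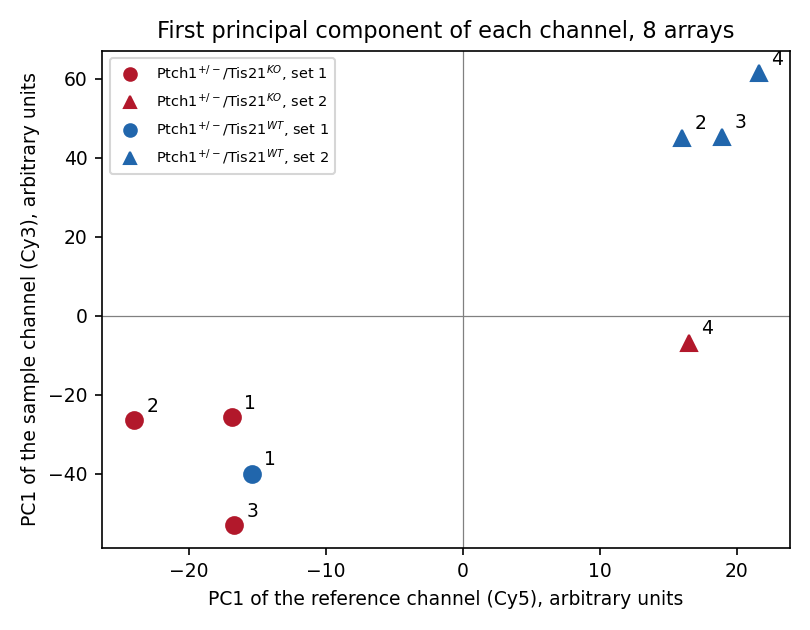
First principal component of the reference channel (x axis, Cy5) against that of the sample channel (y axis, Cy3), in arbitrary units, for the 8 arrays. Each point is an array with its replicate number, red for *Ptch1+/-/Tis21 KO* and blue for *Ptch1+/-/Tis21 WT*, circles for set 1 and triangles for set 2; *Ptch1+/-/Tis21 WT* replicate 1 lies at -39.98 on the y axis and *Ptch1+/-/Tis21 WT* replicates 2 to 4 between 45.15 and 61.43.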

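Over all 41174 probes, limma called 20 probes at an adjusted p under 0.05 between *Ptch1+/-/Tis21 KO* and *Ptch1+/-/Tis21 WT* GCPs, 9 higher and 11 lower, with a smallest adjusted p of 0.00399. Chance cannot be excluded for these 20 probes. Of the 35 splits of the arrays into 4 and 4, 10 called as many, the real one included. At an unadjusted p under 0.05 there were 3223 probes, where chance gives 2059. Of the 20 probes, 12 have a gene symbol, and only 2, both without a symbol, had no value at the floor of 1. In 15 of the 20, all 4 arrays of a genotype were at the floor. For such a probe only a bound can be given: the mean of the brighter group against the mean of the dimmer group with each array's negative control signal in place of lower values. Every fold given with at least rests on this control and leaves out sampling error. Another control, the dark corner, was brighter on every array (4.13 to 19.5, against 2.64 to 10.3 for the negative control). It would give smaller folds. *Olfr1487* was at least 10.7-fold higher in *Ptch1+/-/Tis21 KO* GCPs (log2 fold change 6.19 on the floored scale, adjusted p = 0.00399), and *Rusc2* at least 4.87-fold, *Olfr828* at least 3.25-fold and *Gm8267* at least 2.06-fold. *Dbh* was at the floor in 3 of 4 *Ptch1+/-/Tis21 WT* arrays and at least 6.44-fold higher in *Ptch1+/-/Tis21 KO* GCPs (adjusted p = 0.0493). In the other direction, *Spink2* was at least 12.8-fold lower in *Ptch1+/-/Tis21 KO* GCPs (log2 fold change -5.68, adjusted p = 0.00399), followed by *Sema5a* with at least 7.79-fold, *Dkk4* with at least 5.80-fold, *Mroh2b* with at least 4.49-fold and *Ccdc87* with at least 3.35-fold. The count depends on the setting. It was 379 without *Ptch1+/-/Tis21 WT* replicate 1, 45 with quantile normalization, 2 with the methods' one-way test and 1 with loess-normalized log ratios. In limma it was 0 with the log ratio without loess (3356 at an unadjusted p under 0.05), with the deposited table (2358) and with the replicate number as a block (2662).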

A further, in-depth analysis of this existing gene array expression data was performed within the set of genes significantly deregulated in *Ptch1^+/−^/Tis21^KO^* GCPs relative to the *Ptch1^+/−^/Tis21^WT^* GCPs, and focused on the PI3K/AKT/mTOR pathway, which is altered in a number of MB tumors (40). As shown here, it pointed to a subset of 13 genes belonging to this pathway and mainly to mTOR signaling, as indicated in the model of **Figure 1**. 

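The 13 genes of this subset are *Cxcl3*, *Timp1*, *Sik2* and *Smg1*, shown as lower in *Ptch1+/-/Tis21 KO* GCPs, and *Cxcl12*, *Pdgfd*, *Depdc6*, *Lars*, *Rraga*, *Dgkq*, *Eif3a*, *Eif3c* and *Eif2c1*, shown as higher. For each gene the probe with the highest mean signal over the 8 arrays was taken. At these probes, 9 of the 13 genes changed in the direction shown and 4 in the other direction (*Timp1*, *Smg1*, *Lars* and *Dgkq*). A probe was also sought for each gene whose difference between genotypes in the deposited table matches the printed fold change at 2 significant digits, a choice made after the values were seen. Such a probe carries the gene's symbol for 12 of the 13 genes. The value of *Pdgfd* is matched at A_52_P636948, which has no gene symbol in the annotation used here. For 4 genes (*Lars*, *Dgkq*, *Smg1* and *Pdgfd*) the matching probe is not the brightest. On the Cy3 values, 12 of the 13 matching probes changed in the direction shown, *Timp1* being the exception. Another 19 probes carry the symbols of 10 of these genes, and 10 of the 19 changed in the direction shown. These include A_52_P313035 of *Eif2c1*, which had 1 array of each genotype at the floor and gives no direction.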

The fold changes of expression of these 13 deregulated genes are displayed in **Figure 2**. It turns out that the PI3K/AKT/mTOR pathway is up-regulated in the P7 GCPs of the high frequency MB mouse model *Ptch1^+/−^/Tis21^KO^* with a model-specific signature, since upstream activators (e.g., *Pdgfd*) as well as downstream regulators (e.g., *Lars* and *Rraga*) of this pathway are significantly up-regulated. 

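At their brightest probes, the log2 fold changes of the 13 genes ranged from -2.28 (*Cxcl3*) to 2.12 (*Depdc6*). To follow the pathway beyond these genes, 29 measured genes of its core were tested as a list, among them PI3K subunits, *Akt1*, *Akt2*, *Mtor*, *Rptor*, *Rictor*, *Tsc1*, *Tsc2* and the S6 kinases. The list holds components that Figure 1 does not mark as changed, and core members of the mTOR complex. Genes reported as changed on these same arrays were left out, so a lack of change is partly set in advance. The list pools activators with inhibitors, so its median does not measure the activity of the pathway. The median log2 fold change of the 29 genes was -0.17, with 9 genes higher and 20 lower in *Ptch1+/-/Tis21 KO* GCPs (adjusted p = 0.36 over 12 lists, from limma's camera with a preset correlation of 0.01, and 0.83 with an estimated correlation). The mean level of the list was 3.67 ± 0.07 (SD, n = 4) in *Ptch1+/-/Tis21 KO* GCPs and 3.82 ± 0.27 (SD, n = 4) in *Ptch1+/-/Tis21 WT* GCPs, with overlap between the genotypes (exact two-sided permutation test, p = 0.31). Most of the *Ptch1+/-/Tis21 WT* spread comes from replicate 1, at 3.44, while replicates 2 to 4, at 3.86 to 4.05, lay above all *Ptch1+/-/Tis21 KO* arrays, and without replicate 1 the median was -0.31 (adjusted p = 0.077). With the sets of arrays parted by the reference channel as a term, it was -0.04 (adjusted p = 0.84). No gene of the list passed an adjusted or an unadjusted p of 0.05 in limma, and the smallest adjusted p was 0.69. With the log ratio to the reference and no loess the median turned to 0.16, where the median of all probes moved from -0.10 to 0.16 as well. From the higher levels of upstream activators such as *Pdgfd* and of downstream regulators such as *Lars* and *Rraga*, the paper concludes that the PI3K/AKT/mTOR pathway is up-regulated in *Ptch1+/-/Tis21 KO* GCPs.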

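Table S1 lists these genes under the Gene Ontology term for regulation of intracellular signal transduction: *Lars*, *Rraga*, *Dgkq*, *Depdc6*, *Cxcl12*, *Pdgfd*, *Eif3a* and *Eif2c1*. Of the 8 genes, 6 were higher in *Ptch1+/-/Tis21 KO* GCPs at their brightest probe and 2 lower, with log2 fold changes between -0.35 and 2.12. By limma, 4 passed an unadjusted p of 0.05, and 0 an adjusted p of 0.05. At the matching probes all 8 were higher, a direction largely set by how those probes were chosen.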

An enrichment analysis performed by the Panther Classification system indicated that 8 over 13 genes were significantly overrepresented in the Gene Ontology (GO) Biological Process regulation of intracellular signal transduction (GO:1902531; FDR value of 0.00292; see **Table S1**). Similar results were obtained by performing an enrichment analysis for GO Biological Processes with the GSEA software^4^ v. 7.4 on the full list of genes deregulated in the pairwise comparison *Ptch1^+/−^/Tis21^KO^* vs. *Ptch1^+/−^/Tis21^WT^* (56) (data not shown). Moreover, a protein-protein analysis by the STRING software^5^ performed on the whole set of genes significantly deregulated in *Ptch1^+/−^/Tis21^KO^* GCPs relative to the *Ptch1^+/−^/Tis21^WT^* GCPs shows the interaction networks of the subset of 13 deregulated genes (**Figure S1**).

**Figure 2:**
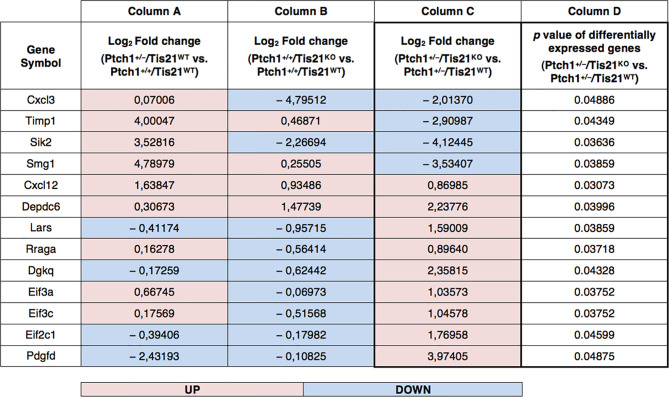
PI3K/AKT/mTOR pathway-specific differentially regulated gene expression in the *Ptch1^+/−^/Tis21^KO^* MB mouse model. As described in our previously published data, we performed a functional genomic analysis by microarray of GCPs isolated from the EGL at P7 of *Ptch1^+/+^/Tis21^WT^*, *Ptch1^+/+^/Tis21^KO^*, *Ptch1^+/−^/Tis21^WT^* and *Ptch1^+/−^/Tis21^KO^* mice (27). Through further analysis of these data, we now identify 13 genes, shown here, encoding for proteins involved in the PI3K/AKT/mTOR pathway (see **Figure 1**), whose expression significantly differs in the pairwise comparison *Ptch1^+/−^/Tis21^KO^* *versus* *Ptch1^+/−^/Tis21^WT^* (column **D**). The deregulation of these genes could explain, at least in part, the large increase in MB frequency observed in *Ptch1^+/−^/Tis21^KO^* relative to *Ptch1^+/−^/Tis21^WT^* mice. Of note, among the 13 PI3K/AKT/mTOR pathway-specific genes, the majority of them showed concordant expression changes between the pairwise comparison *Ptch1^+/+^/Tis21^KO^* vs. *Ptch1^+/+^/Tis21^WT^* (column **B**) and the pairwise comparison *Ptch1^+/−^/Tis21^WT^* vs. *Ptch1^+/+^/Tis21^WT^* (column **A**), and opposite expression changes with respect to the pairwise comparison *Ptch1^+/−^/Tis21^KO^* *versus* *Ptch1^+/−^/Tis21^WT^* (column **C**). This suggests that the activation of the PI3K/AKT/mTOR signaling is the result of a synergy between the *Ptch1^+/−^* and *Tis21^KO^* genotypes. The data in columns **(A–C)** are expressed in terms of log_2_ fold-changes of gene expression; the colors indicate overexpression (pink) or down-expression (light blue) of genes, relative to the median value. The *p* values of differentially expressed genes in the pairwise comparison *Ptch1^+/−^/Tis21^KO^* *versus* *Ptch1^+/−^/Tis21^WT^*, reported in column **(D)**, are calculated as described in the section *Microarray Analysis*.

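None of the 13 genes passed an adjusted p of 0.05 over all probes in limma at its brightest probe, where adjusted p ranged from 0.15 to 0.98, while 7 passed an unadjusted p of 0.05. Adjusted over the list alone, 5 of the 13 passed, which is not independent evidence because the list was chosen on these samples. In 7 genes the 4 *Ptch1+/-/Tis21 KO* arrays did not overlap the 4 *Ptch1+/-/Tis21 WT* arrays (exact permutation test, p = 0.0286). At the matching probes, 0 passed the adjusted threshold, 7 passed when adjusted over the list alone and 9 at an unadjusted p of 0.05. On the deposited log2 values of the matching probes, the methods' one-way test between these 2 genotypes gave an unadjusted p under 0.05 for 12 genes and an adjusted p under 0.05 for 0, with a smallest adjusted p of 0.10. On the same values limma gave 8 unadjusted and 0 adjusted, with a smallest adjusted p of 0.37. The methods' test spans 4 genotypes, and the *Patched1* wild-type arrays were not analysed here. Within the sets of arrays parted by the reference channel, 8 of the 13 genes kept the direction of Figure 2 in both sets at their brightest probes, and 10 at the matching probes, which were chosen for their pooled difference. The sets are small, since set 1 holds 1 *Ptch1+/-/Tis21 WT* array and set 2 holds 1 *Ptch1+/-/Tis21 KO* array. Without *Ptch1+/-/Tis21 WT* replicate 1, *Depdc6* (2.34, adjusted p = 0.0275) and *Eif3c* (1.43, adjusted p = 0.0325) passed the adjusted threshold in limma.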

In **Figure 2**, an in-depth view of the PI3K/AKT/mTOR pathway deregulation is shown, expressed in terms of fold-changes in the comparison between *Ptch1^+/−^/Tis21^KO^* GCPs and *Ptch1^+/−^/Tis21^WT^* GCPs at P7. Of note, almost all the genes whose expression was up-regulated in this comparison, were also correspondingly down-regulated or almost unaffected in the comparison between *Ptch1^+/−^/Tis21^WT^* and *Ptch1^+/+^/Tis21^WT^* and down-regulated in the comparison between *Ptch1^+/+^/Tis21^KO^* and *Ptch1^+/+^/Tis21^WT^*, indicating that the PI3K/AKT/mTOR pathway deregulation is a synergy peculiar to the interaction between *Patched1* heterozygous and *Tis21*-null genotypes.

The down- and up-regulated genes in the *Ptch1^+/−^/Tis21^KO^ *vs. *Ptch1^+/−^/Tis21^WT^* comparison encode for proteins that control many different cellular functions and that act as activators or inhibitors of the PI3K/AKT/mTOR pathway (**Figure 1**). In addition to the *Cxcl3* chemokine, the genes down-regulated in *Ptch1^+/−^/Tis21^KO^ *GCPs include: *Timp1*, which is involved in the migration of human neural stem cells as well as leukemia cells by activating PI3K (57, 58); *Sik2*, necessary to the G1/S transition and activator of PI3K (59); and the tumor suppressor *Smg1*, which antagonizes mTOR by negatively modulating its overactivation, since *Smg1* deletion leads to hyper-proliferation (60). Conversely, in *Ptch1^+/−^/Tis21^KO^ *GCPs, the genes are up-regulated which encode for the *Cxcl12* chemokine, which stimulates PI3K/AKT/mTOR signaling activity, thereby promoting proliferation and survival of neural progenitor cells (61), and for the growth factor *Pdgfd*, which is a key activator of the PI3K/AKT/mTOR pathway in MB tumorigenesis (62, 63). Moreover, the genes up-regulated in *Ptch1^+/−^/Tis21^KO^ *GCPs include: *Depdc6* (*Deptor*), a subunit of the mTOR complex 1 (mTORC1) that can inhibit this complex and thus relieve the S6K/IRS1 feedback loop (64); the leucyl-tRNA synthetase *Lars*, that senses intracellular leucine concentration and initiates molecular events triggering mTORC1 activation, by binding Rraga GTPase (65); *Rraga*, a GTPase activator of mTORC1 (65); and *Dgkq*, which is a mediator of the mTOR complex 2 (mTORC2) (66). 

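*Cxcl3* (A_52_P232813) had a level of -3.94 ± 1.76 (SD, n = 4) in *Ptch1+/-/Tis21 KO* GCPs and -1.66 ± 0.74 (SD, n = 4) in *Ptch1+/-/Tis21 WT* GCPs, a log2 fold change of -2.28 on the floored scale (standard error 0.88, adjusted p = 0.60 from limma). The probe is dim, with *Ptch1+/-/Tis21 KO* replicate 3 at the floor. *Ptch1+/-/Tis21 KO* replicate 4, at an intensity of 8, was below the negative control of its array (10.3). The change was -1.45 without replicate 3, a size that replicate 4 leaves uncertain. With the negative control signal in place of lower values, *Cxcl3* was at least 3.50-fold lower in *Ptch1+/-/Tis21 KO* GCPs, and the groups did not overlap. *Sik2* (A_52_P575296) had a log2 fold change of -1.11 (standard error 0.28, adjusted p = 0.44), also without overlap. *Timp1* (A_52_P87713) was 0.34 higher on the log2 scale in *Ptch1+/-/Tis21 KO* GCPs, less than the spread between arrays (exact permutation test, p = 0.20). *Smg1* changed by 0.02 at its brightest probe, A_52_P171791 (adjusted p = 0.98), a value that changes sign when *Ptch1+/-/Tis21 KO* replicate 1, *Ptch1+/-/Tis21 KO* replicate 2 or *Ptch1+/-/Tis21 WT* replicate 3 is left out (-0.10, -0.02 and -0.07). At the matching probe of *Smg1*, A_52_P466641, it changed by -0.45 (adjusted p = 0.69), and at its other 4 probes by -0.62, -0.46, -0.15 and 0.53.

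In the deposited log2 ratios the decreases were -4.12 for *Sik2*, -3.53 for *Smg1* and -2.91 for *Timp1*. A ratio falls when the GCP signal falls or when the reference signal rises. On the floored scale, the reference signal was higher on *Ptch1+/-/Tis21 KO* arrays by 2.84 at the probe of *Sik2*, by 2.91 at that of *Smg1* and by 3.08 at that of *Timp1*, which is 68.9%, 82.3% and 106% of the decrease of each ratio. In the Cy5 channel the probe of *Sik2* was at the floor on 4 of 4 *Ptch1+/-/Tis21 WT* arrays, and those of *Smg1* and *Timp1* on 2 of 4, against 0 *Ptch1+/-/Tis21 KO* arrays. With each array's Cy5 negative control in place of lower values, a bound chosen after the shares were seen, the rises were 1.41, 2.27 and 2.35. The decreases of the ratios are also smaller with that bound. The rises were 52.3%, 78.4% and 108% of these smaller decreases, and lower shares of the deposited ones.

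**Figure D2:**
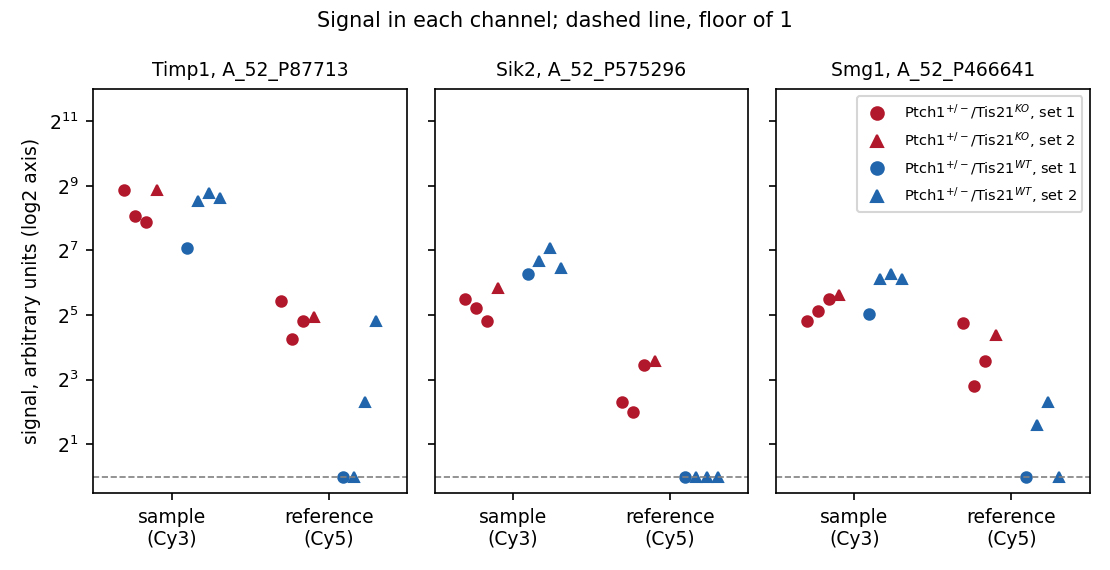
Intensity (y axis, log2 axis, arbitrary units) of 1 probe each of *Timp1*, *Sik2* and *Smg1* in the sample channel (Cy3) and the reference channel (Cy5). Each point is an array, red for *Ptch1+/-/Tis21 KO* and blue for *Ptch1+/-/Tis21 WT*, circles for set 1 and triangles for set 2; the dashed line is the floor of 1, where all 4 *Ptch1+/-/Tis21 WT* arrays lie for *Sik2* in the reference channel.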

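*Cxcl12*, at probe A_51_P172502, had a level of 5.10 ± 0.18 (SD, n = 4) in *Ptch1+/-/Tis21 KO* GCPs and 4.71 ± 0.11 (SD, n = 4) in *Ptch1+/-/Tis21 WT* GCPs. Its log2 fold change was 0.39 (standard error 0.18, adjusted p = 0.66 from limma), with no overlap between genotypes. Another probe of the gene, A_52_P685021, changed by 0.08. The named probe of *Pdgfd*, A_52_P264790, had a level of 0.45 ± 0.25 (SD, n = 4) against -0.44 ± 0.19 (SD, n = 4), a log2 fold change of 0.89 (standard error 0.21, adjusted p = 0.43), again without overlap. At the unnamed probe whose deposited difference of 3.97 matches the value shown for *Pdgfd*, A_52_P636948, the Cy3 values gave a log2 fold change of 3.76 (standard error 0.79, adjusted p = 0.39). In *Ptch1+/-/Tis21 WT* replicates 1 and 2 its signal was below the negative control, and with that control in place of lower values it was at least 10.8-fold higher in *Ptch1+/-/Tis21 KO* GCPs. Its level was -2.66 ± 1.67 (SD, n = 4) in *Ptch1+/-/Tis21 WT* GCPs and 1.10 ± 0.45 (SD, n = 4) in *Ptch1+/-/Tis21 KO* GCPs.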

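*Depdc6*, listed under its current symbol *Deptor*, had a level of 3.04 ± 0.20 (SD, n = 4) in *Ptch1+/-/Tis21 KO* GCPs and 0.92 ± 0.56 (SD, n = 4) in *Ptch1+/-/Tis21 WT* GCPs at its brightest probe, A_52_P661503. The log2 fold change was 2.12 (standard error 0.31, adjusted p = 0.15 from limma, the smallest of the 13 genes). Its other probe, A_51_P445841, changed by -0.57 (adjusted p = 0.70). *Rraga* (A_51_P226417) rose by 0.33 (standard error 0.22, adjusted p = 0.72), with overlap between the genotypes (exact permutation test, p = 0.057), and by 0.18 without *Ptch1+/-/Tis21 KO* replicate 3.

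The probes of *Lars* and *Dgkq* differed in direction. *Lars* changed by -0.35 (adjusted p = 0.71) at its brightest probe, A_52_P500488, by -0.48 (adjusted p = 0.69) at A_51_P168123, and by 2.00 (standard error 0.65, adjusted p = 0.54) at the matching probe, A_51_P470589. *Dgkq* changed by -0.20 (adjusted p = 0.79) at its brightest probe, A_52_P494380, and by 1.8025 (standard error 0.54, adjusted p = 0.51) at the matching probe, A_51_P329869. At both matching probes *Ptch1+/-/Tis21 WT* replicate 1 lay near the *Ptch1+/-/Tis21 KO* arrays, at 5.07 for *Lars* and 2.37 for *Dgkq*. Within set 1 the change was -0.07 for *Lars* and 0.17 for *Dgkq*, and within set 2 it was 2.72 and 2.45.

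**Figure D3:**
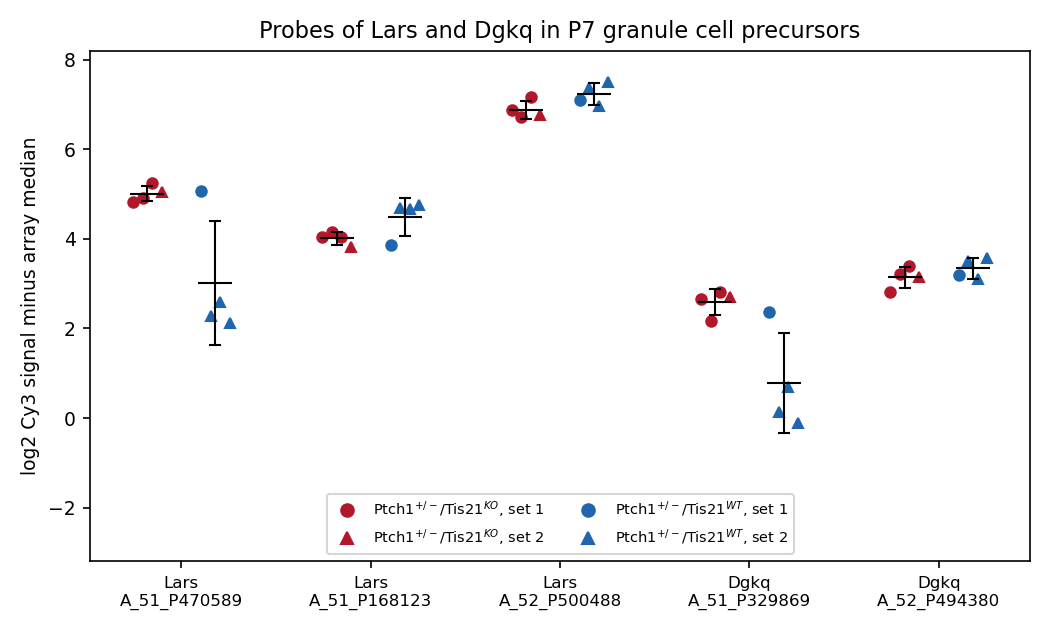
Log2 Cy3 intensity minus the array median (y axis) at 3 probes of *Lars* and 2 probes of *Dgkq* (x axis). Points are arrays, red for *Ptch1+/-/Tis21 KO* and blue for *Ptch1+/-/Tis21 WT*, circles for set 1 and triangles for set 2, with the mean and SD of each genotype as lines; at A_51_P470589 the mean is 5.01 in *Ptch1+/-/Tis21 KO* and 3.01 in *Ptch1+/-/Tis21 WT* GCPs.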

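*Eif3c* (A_52_P18807) had a level of 8.64 ± 0.10 (SD, n = 4) in *Ptch1+/-/Tis21 KO* GCPs and 7.51 ± 0.60 (SD, n = 4) in *Ptch1+/-/Tis21 WT* GCPs. The log2 fold change was 1.14 (standard error 0.31, adjusted p = 0.48 from limma). *Eif3a* (A_51_P229280) changed by 0.94 (standard error 0.30, adjusted p = 0.53). In both genes the arrays of the 2 genotypes did not overlap. *Eif2c1*, whose current symbol is *Ago1*, changed by 1.23 (standard error 0.51, adjusted p = 0.63) at A_52_P97489, with overlap (exact permutation test, p = 0.11). Other probes of the 3 genes changed less or the other way: between -0.24 and 0.68 for *Eif3c*, between -1.48 and 0.20 for *Eif3a*, and -0.11 at A_52_P76402 for *Eif2c1*, whose remaining probe had 1 array of each genotype at the floor and gives no direction. The -1.48 is on the floored scale, at A_52_P660892, where 2 *Ptch1+/-/Tis21 KO* arrays were at the floor, and it alone turns the mean over all probes of *Eif3a* to -0.11. Within set 1 the changes were 0.26, 0.24 and -0.06 for *Eif3c*, *Eif3a* and *Eif2c1*, and within set 2 they were 1.40, 1.03 and 1.4999.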

Finally, in *Ptch1^+/−^/Tis21^KO^ *GCPs, the genes *Eif3c*, *Eif3a* and *Eif2c1* are also up-regulated, which encode for the subunits of the mammalian translation initiation factor eIF3 (67). eIF3 functions as a hub for cellular signaling through S6K1 and mTOR/Raptor (68). Inactive eIF3 is bound to S6K1, while activated mTOR/Raptor binds to eIF3 and phosphorylates S6K1 causing its dissociation from eIF3; then, phosphorylated S6K1 phosphorylates several targets, such as eIF4B, thus implementing a translational control.

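Figure 1 also marks *Rab11Fip2* as lower in *Ptch1+/-/Tis21 KO* GCPs. At its brightest probe, A_51_P143023, this gene changed by 0.09 on the log2 scale (standard error 0.20, adjusted p = 0.90 from limma), and at A_51_P321512, where 2 *Ptch1+/-/Tis21 KO* arrays were at the floor and the genotypes did not overlap, it was at least 6.07-fold lower (adjusted p = 0.44).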

The picture of the up- and down-regulated gene expression in the comparison between *Ptch1^+/−^/Tis21^KO^* GCPs and *Ptch1^+/−^/Tis21^WT^* GCPs at P7 (**Figure 1**) indicates that several activators of the PI3K/AKT/mTOR pathway (e.g., *Lars*, *Rraga*, *Dgkq*, *Pdgfd*) are up-regulated, as well as some inhibitors (e.g., *Smg1*) are down-regulated; on the other hand, other activators of the PI3K/AKT/mTOR pathway are down-regulated (e.g., *Timp1*). Yet, the up-regulation of the translation initiation factor *eIF3* suggests that an ongoing process of activation of mTOR is occurring in *Ptch1^+/−^/Tis21^KO^* GCPs at P7, despite the fact that in these cells we do not observe an increased proliferation relative to the *Ptch1^+/−^/Tis21^WT^* GCPs (27). This could be due to the fact that, in cerebellar progenitor cells lacking *Tis21*, the control of proliferation is mainly effected by the *Tis21*-family-related gene *Btg1* as we have previously observed (69).

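All 14 measured genes of the eIF3 complex were also taken as a list. Their median log2 fold change was 0.14, with 9 genes higher and 5 lower in *Ptch1+/-/Tis21 KO* GCPs (adjusted p = 0.11 from camera with the preset correlation, 0.50 with the estimated one). The mean level of the list was 6.91 ± 0.14 (SD, n = 4) in *Ptch1+/-/Tis21 KO* GCPs and 6.59 ± 0.27 (SD, n = 4) in *Ptch1+/-/Tis21 WT* GCPs (exact two-sided permutation test, p = 0.086). Much of this difference comes from *Eif3b* (2.23, standard error 2.10), and without *Ptch1+/-/Tis21 WT* replicate 4 the mean change of the list falls from 0.32 to 0.19. Beside *Eif3a* and *Eif3c*, no gene of the complex passed an unadjusted p of 0.05 in limma. The median ran from 0.02 with loess-normalized log ratios (adjusted p = 0.42) to 0.38 with the log ratio without loess (adjusted p = 0.020).

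Over 28 proliferation genes, among them *Mki67*, *Top2a* and *Pcna*, the median log2 fold change was -0.16, with 9 genes higher and 19 lower (adjusted p = 0.47, and 0.92 with the estimated correlation). The mean level was 5.43 ± 0.10 (SD, n = 4) in *Ptch1+/-/Tis21 KO* GCPs and 5.59 ± 0.33 (SD, n = 4) in *Ptch1+/-/Tis21 WT* GCPs (exact permutation test, p = 0.34). Here too *Ptch1+/-/Tis21 WT* replicate 1 was lowest, at 5.14, and the median without it was -0.27 (adjusted p = 0.054). With the set of arrays as a term it was -0.000612 (adjusted p = 0.99). With loess-normalized log ratios the median was -0.21 (adjusted p = 0.018), and without loess it turned to 0.11.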

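*Btg1* was among the brighter genes, at 7.29 ± 0.19 (SD, n = 4) in *Ptch1+/-/Tis21 KO* GCPs and 7.34 ± 0.09 (SD, n = 4) in *Ptch1+/-/Tis21 WT* GCPs. The difference of -0.06 on the log2 scale at A_51_P288193 was less than the spread between arrays (adjusted p = 0.93 from limma). Its direction changes with the 75th percentile, with the log ratios and without *Ptch1+/-/Tis21 KO* replicate 3.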

Therefore, in our *Ptch1^+/−^/Tis21^KO^* mouse model we see activation of the PI3K/AKT/mTOR pathway and of its upstream regulators (*Pdgfd* and *Cxcl12*) as well as downstream targets, which may also account, in conjunction with the Cxcl3-dependent impairment of migration, for the higher frequency of MB development.

To verify this hypothesis, we tested whether the PI3K/AKT/mTOR mRNA signature detected in P7 GCPs could be observed – by real-time PCR – also in MBs from *Ptch1^+/−^/Tis21^KO^* and *Ptch1^+/−^/Tis21^WT^* mice, and whether this corresponded with an activation of the PI3K/AKT/mTOR at the protein level. First, we found that the mRNA levels of *Pdgfd*, *Deptor*, *Dgkq* and *Rraga* genes showed a significant increase in *Ptch1^+/−^/Tis21^KO^* MBs compared with *Ptch1^+/−^/Tis21^WT^* MBs, thus matching their expression level changes observed in GCPs at P7 detected by microarray (*Ptch1^+/−^/Tis21^KO^ vs. Ptch1^+/−^/Tis21^WT^*, for *Pdgfd*: *p* < 0.001; for *Deptor*: *p* = 0.0045; for *Dgkq*: *p* = 0.0314; for *Rraga: p* = 0.0143; Student’s *t*‐test, **Figure 3A**).

**Figure 3:**
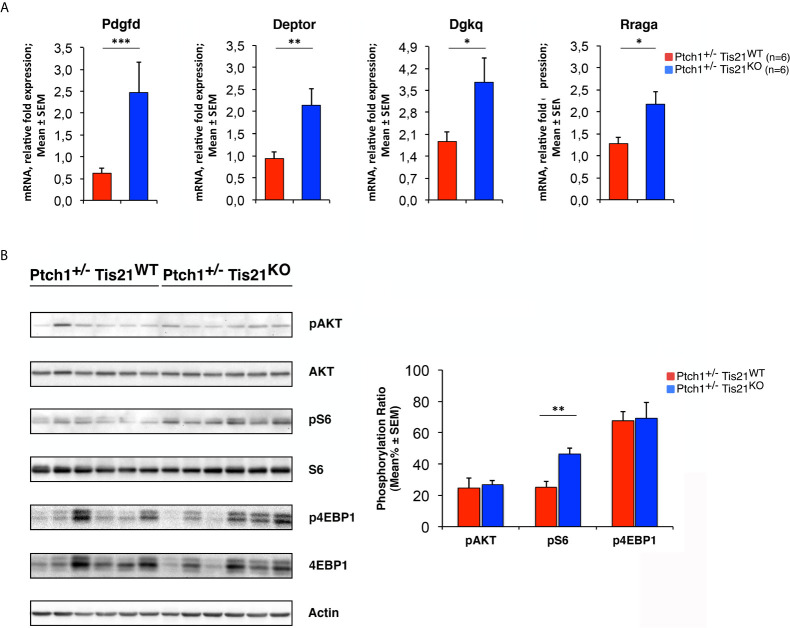
The *Ptch1^+/−^/Tis21^KO^*-specific activation signature of the PI3K/AKT/mTOR pathway is detectable also in adult MBs. **(A)** The differential expression of four representative *Ptch1^+/−^/Tis21^KO^*-specific genes, identified by microarray analysis in GCPs at P7 as indicated in **Figures 1** and **2**, was observed also in full-blown *Ptch1^+/−^/Tis21^KO^* tumors by real-time PCR, analyzing their mRNA fold expression relative to *Ptch1^+/−^/Tis21^WT^* MBs (one of them chosen for setting to unit). *TBP* was used to normalize data. Mean ± SEM fold increases are from three independent experiments; six MBs per genotype were analyzed. *p < 0.05, **p < 0.01, or ***p < 0.001, Student’s *t* test. **(B)** Protein extracts from *Ptch1^+/−^/Tis21^WT^* (*n* = 6) and *Ptch1^+/−^/Tis21^KO^* (*n* = 6) MBs were subjected to immunoblotting and densitometry analysis using antibodies against phospho-AKT (at Ser473), AKT, phospho-S6 (at Ser235/236), S6, phospho-4EBP1 (at Thr37/46), and 4EBP1. Densitometric data of protein phosphorylation, expressed as mean% ± SEM, were calculated by averaging the band intensity value of phosphorylated protein *versus* the densitometric value of total protein of each sample. **p < 0.01, Student’s *t* test.

Subsequently, we investigated if these expression changes corresponded to an activation of the PI3K/AKT/mTOR pathway at the protein level. With this aim, *Ptch1^+/−^/Tis21^KO^* and *Ptch1^+/−^/Tis21^WT^* MBs were analyzed by Western blot for the phosphorylation of AKT and of downstream factors, including S6 and 4EBP1 (**Figure 3B**). In *Ptch1^+/−^/Tis21^KO^* tumor biopsy samples the mean percentage of phosphorylated AKT (at Ser473) normalized to total AKT was not significantly increased when compared with the same value found in the *Ptch1^+/−^/Tis21^WT^* MBs (*p* = 0.7774; Student’s *t*‐test, **Figure 3B**), probably because of the variability between tumors. Nevertheless, the analysis of the phosphorylation level of mTOR substrates, such as S6 at Ser235/236 and 4EBP1 at Thr37/46, revealed that the mean percentage of phosphorylated S6 protein *versus* total S6 protein presented a highly significant increase in *Ptch1^+/−^/Tis21^KO^* tumors (*Ptch1^+/−^/Tis21^KO^ vs. Ptch1^+/−^/Tis21^WT^*, for phospho-S6: 1.82-fold increase and *p* = 0.0016; for phospho-4EBP1: *p* = 0.8899; Student’s *t*‐test, **Figure 3B**). Concerning AKT, it is known that in spontaneous *Ptch1^+/−^* tumors only a low percentage of cells (about 20% of tumor mass) are positive for phosphorylated AKT (43). We reasoned that any difference of AKT phosphorylation signal might become attenuated and thus undetectable. Therefore, for a more accurate quantification we analyzed by immunohistochemistry the whole tumors section by section. We found in *Ptch1^+/−^/Tis21^KO^* MBs, a small but significant increase of the percentage of phosphorylated AKT (at Ser473), relative to *Ptch1^+/−^/Tis21^WT^* MBs (19% increase, *p* = 0.0190; Student’s *t*‐test, **Figure 4**), indicating that the PI3K/AKT/mTOR signaling is up-regulated in *Ptch1^+/−^/Tis21^KO^* MBs.

**Figure 4:**
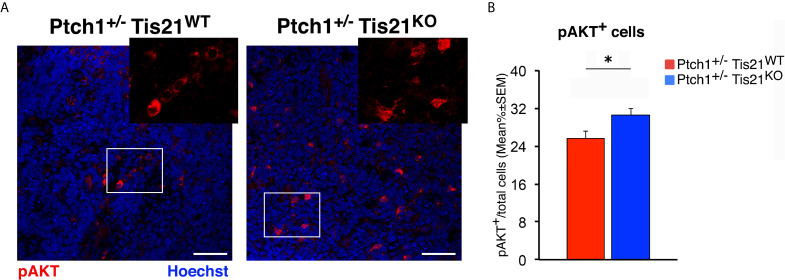
*Tis21* ablation in *Ptch1^+/−^* mice significantly increases phospho-AKT (at Ser473) expression in MBs. **(A)** Representative confocal images of the staining with the antibody against phospho-AKT (at Ser473; in red) and with the nuclear marker Hoechst 33258 (in blue) of MBs from *Ptch1^+/−^/Tis21^WT^* and *Ptch1^+/−^/Tis21^KO^* mice. Scale bar, 50 μm. White boxes, areas at higher digital magnification (2×). **(B)** The phospho-AKT expression was quantified as mean ± SEM percentage ratio of the number of phospho-AKT staining cells to the total number of cells in each field labeled by Hoechst 33258 in either *Ptch1^+/−^/Tis21^WT^* or *Ptch1^+/−^/Tis21^KO^* MBs. *p < 0.05, Student’s *t* test. MBs analyzed: *n* = 4 for each genotype; total fields analyzed: *n* = 160.

By Western blot analysis we also evaluated the activation of the MAPK pathway in tumors from *Ptch1^+/−^/Tis21^KO^* and *Ptch1^+/−^/Tis21^WT^* mice, since extensive crosstalk exists between RAS/MAPK and PI3K/AKT/mTOR signaling pathways (70) and deregulated RAS/MAPK pathway has been implicated in MB development (71). No difference was found between the two genotypes in the ERK1/2 phosphorylation ratio (data not shown), indicating that the MAPK pathway is not activated in *Ptch1^+/−^/Tis21^KO^* mice.

As a whole, the results shown above indicated that in *Ptch1^+/−^/Tis21^KO^* double-mutant mice the PI3K/AKT/mTOR pathway is up-regulated with a model-specific signature in GCPs during cerebellar development and in adult tumor cells, suggesting a pivotal role for the PI3K/AKT/mTOR pathway in the high frequency MB phenotype of the *Ptch1^+/−^/Tis21^KO^* mouse model.

### The *Ptch1^+/−^/Tis21^KO^* MBs Show Increased Proliferation and Survival of Tumor Cells

To test the effects on MB development of the up-regulation of the PI3K/AKT/mTOR pathway in *Ptch1^+/−^/Tis21^KO^* mice, we carried out an immunohistochemical analysis of neoplastic cells within the tumors obtained from *Ptch1^+/−^/Tis21^WT^* and *Ptch1^+/−^/Tis21^KO^* mice for the cellular parameters of proliferation and apoptosis.

To measure the proliferation rate of MB cells, tumor sections were treated with the antibody against Ki67, a protein labeling the cycling cells (72). In accordance with the activation of mTOR signaling, we observed in *Ptch1^+/−^/Tis21^KO^* MBs a highly significant increase of the proliferation index, expressed as percentage of mitotic cells to the total number of cells detected by Hoechst 33258, with respect to *Ptch1^+/−^/Tis21^WT^* MBs (36.5% increase, *p* < 0.0001; Mann-Whitney *U*-test; **Figures 5A, B**).

**Figure 5:**
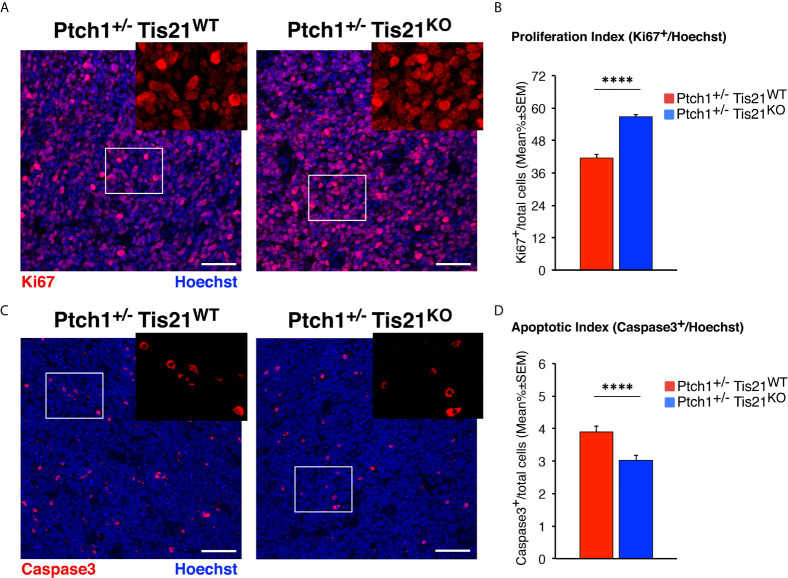
In *Ptch1^+/−^/Tis21^KO^* MBs, PI3K/AKT/mTOR activation is associated to increased proliferation and survival of tumor cells. **(A)** Representative confocal images of proliferating MB cells (labeled with the antibody against Ki67, in red) in tumors from *Ptch1^+/−^/Tis21^WT^* and *Ptch1^+/−^/Tis21^KO^* mice. Sections are counterstained with Hoechst 33258 to visualize the nuclei. Scale bar, 50 μm. The white box areas are shown with 2× digital magnification. **(B)** Quantification of mean ± SEM percentage ratio of cells positive for Ki67 to the total number of cells (Hoechst-positive; proliferation index) in MBs from *Ptch1^+/−^/Tis21^WT^* and *Ptch1^+/−^/Tis21^KO^* mice. ****p < 0.0001, Mann-Whitney *U*-test. MBs analyzed: *n* = 4 for each genotype; total fields analyzed: *n* = 320. **(C)** Representative images by confocal microscopy showing the apoptotic MB cells, identified as activated Caspase-3^+^ cells (in red), in *Ptch1^+/−^/Tis21^WT^* and *Ptch1^+/−^/Tis21^KO^* tumors. Nuclei were stained with Hoechst 33258. Scale bars: 50 μm. Cells in boxed areas are shown at higher digital magnification (2×). **(D)** Analysis in *Ptch1^+/−^/Tis21^WT^* and *Ptch1^+/−^/Tis21^KO^* MBs of the number of apoptotic cells, measured as mean ± SEM percentage ratio between number of activated Caspase-3^+^ cells and total number of cells (visualized by Hoechst 33258; apoptotic index). ****p < 0.0001, Mann-Whitney *U*-test. MBs analyzed: *n* = 4 for each genotype; total fields analyzed: *n* = 327.

Afterwards, in order to measure apoptotic cells, the MB slices were reacted with the antibody for the cleaved Caspase-3, which plays a key role in programmed cell death (73). We observed that the percentage of apoptotic cells was significantly lower in *Ptch1^+/−^/Tis21^KO^* MBs than in *Ptch1^+/−^/Tis21^WT^* MBs (*p* < 0.0001 and 22% decrease; Mann-Whitney *U*-test; **Figures 5C, D**). This would agree with the observed increased phosphorylation of the S6 protein in *Ptch1^+/−^/Tis21^KO^* MBs, as S6K activity has been observed to be correlated with inhibition of apoptosis through phosphorylation of the pro-apoptotic protein BAD (74).

Several papers have shown that in MB the PI3K/AKT/mTOR pathway specifically controls proliferation and survival of tumor stem cells (43, 44, 75). Moreover, we have recently demonstrated that in *Ptch1^+/−^* mice genetic ablation of the *Tis21*-family-related gene *Btg1* increases the number of tumor cells expressing the carbohydrate antigen CD15 (53), a marker of MB stem cells (76, 77). By immunohistochemical analysis we also investigated the population of CD15^+^ cells in tumors of *Ptch1^+/−^/Tis21^KO^* and *Ptch1^+/−^/Tis21^WT^* mice, without finding any difference between the two genotypes in the total number of tumor stem cells or in their proliferating or apoptotic fractions (data not shown).

### PI3K Inhibitor MEN1611 Reduces Tumor Growth in the *Ptch1^+/−^/Tis21^KO^* MB Flank Tumor Allograft, by Inhibiting the Proliferation and Increasing the Apoptosis of Tumor Cells

We next sought to test whether the increased proliferation and decreased apoptosis observed in the *Ptch1^+/−^/Tis21^KO^* MBs, relative to *Ptch1^+/−^/Tis21^WT^* MBs, were associated with the up-regulation of the PI3K/AKT/mTOR pathway, by testing the effect of a specific inhibitor of this pathway. For this, we conducted *in vivo* studies using allograft models. *Ptch1^+/−^/Tis21^KO^* MB cells in matrigel were subcutaneously injected in the flank of athymic nude mice, then the mice were randomized into two groups and treated for 18 days with vehicle (control) or with MEN1611 at 6.5 mg/kg dose by oral gavage. MEN1611 is a new oral PI3K inhibitor targeting α, β, and γ isoforms while sparing the δ isoform of p110 catalytic subunit (50, 52), with preferential activity against the α wild-type and mutant forms, frequently involved in development and progression of various human cancers, including medulloblastoma (38, 78).

Daily oral administration of MEN1611 showed remarkable anti-tumor activity in the MB allograft model, significantly reducing the rate of tumor growth relative to vehicle-treated mice as early as the fourth day of treatment (at 4^th^ day: *p* < 0.05; at 7^th^ day: *p* < 0.01; from the 9^th^ day: *p* < 0.0001; Student’s *t*-test; **Figure 6A**). The dose of MEN1611 tested was well tolerated, as demonstrated by the absence of obvious changes in the body weight of mice (**Figure 6B**), with no toxicity or drug-related death observed in the treated animals. At the end of the 18 day-treatment, when the subcutaneous nodules were resected and measured, we verified that in the MEN1611 experimental group the tumor growth was markedly suppressed (more than 60% inhibition), because the volume of MEN1611-treated tumors was about a third of that of control nodules and, likewise, the ratio of tumor weight to body weight was significantly less in MEN1611-treated mice with respect to the vehicle-treated mice (*p* < 0.0001; Student’s *t*-test; **Figures 6C–E**).

**Figure 6:**
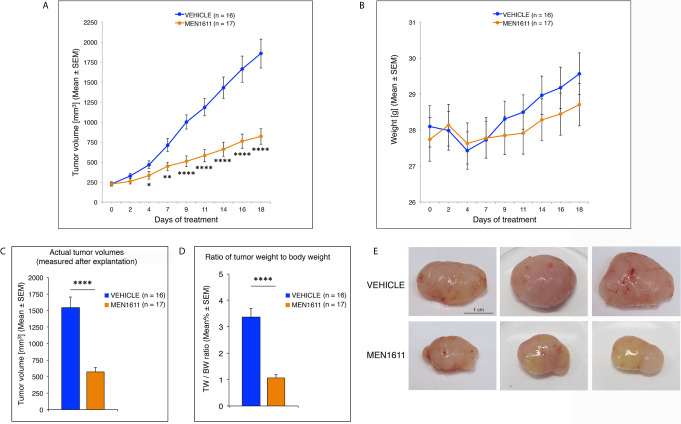
Administration of the PI3K inhibitor MEN1611 significantly reduces tumor growth in the *Ptch1^+/−^/Tis21^KO^* MB allograft. **(A)** Growth curves of nodules obtained by grafting primary *Ptch1^+/−^/Tis21^KO^* MB tumor cells subcutaneously into the right flank of nude mice. The mice were treated for 18 days with vehicle (blue) or MEN1611 (orange) at 6.5 mg/kg dose by oral gavage. The filled circles and the error bars indicate the average ± SEM of the tumor volumes measured at the days of treatment indicated. The experiment was repeated 3 times using 5–6 mice in each group (*n* = 16 for vehicle, *n* = 17 for MEN1611); there were no differences observed on anti-tumor effectiveness of MEN1611 in these three experiments. *p < 0.05, **p < 0.01, ****p < 0.0001, Student’s *t*-test. **(B)** Body weight of mice from MB allograft experiments in **(A)**. The body weight of each mouse under study was recorded on the indicated treatment days; data are expressed as mean ± SEM. The treatment with MEN1611 does not cause a significant reduction in body weight between control and treatment group, indicating the tolerability of MEN1611. **(C)** The bar graph shows the mean ± SEM of the nodule volumes measured at the end of 18 day-treatment after explantation. ****p < 0.0001, Student’s *t*-test; mice analyzed: *n* = 16 for vehicle, *n* = 17 for MEN1611. **(D)** The ratio of tumor weight (TW) to body weight (BW) was calculated for each treatment group (Vehicle: 16 mice; MEN1611: 17 mice) as mean% ± SEM. ****p < 0.0001, Student’s *t*-test. **(E)** Representative images of MEN1611- and vehicle-treated nodules are shown. Scale bar: 1 cm.

Next, we analyzed whether the effect of MEN1611 on the growth of secondary tumors, which histologically resembled the primary tumors from which they derived (compare **Figure 5** and **Figure 7**), is the result of inhibiting proliferation and/or increasing apoptosis of tumor cells. In MEN1611-treated nodules we observed a highly significant decrease in the percentage of Ki67^+^ cells to the total number of cells (detected by Hoechst 33258), with respect to the vehicle-treated tumors (*p* < 0.0001 and 23% decrease; Student’s *t*-test; **Figures 7A, B**). At the same time, the percentage of Caspase-3-positive cells to the total number of cells (apoptotic index) was significantly higher in MEN1611-treated than in vehicle-treated tumors (68% increase, *p* < 0.0001; Mann-Whitney *U*-test; **Figures 7C, D**).

**Figure 7:**
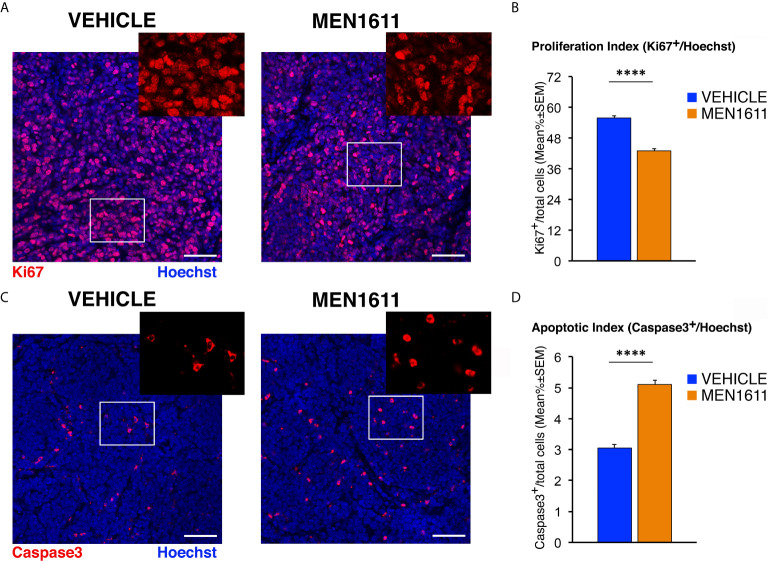
MEN1611 inhibits cell proliferation and increases apoptosis in the *Ptch1^+/−^/Tis21^KO^* secondary tumors. **(A)** Representative confocal images of mitotic cells, identified as Ki67^+^ cells (in red), in the nodules of *Ptch1^+/−^/Tis21^KO^* MB allograft treated with MEN1611 or vehicle. Sections were stained with Hoechst 33258 to visualize the nuclei. Scale bar, 50 μm. White boxes, areas at higher digital magnification (2×). **(B)** Quantification of cells positive for the proliferation marker Ki67 in the secondary tumors of mice treated with MEN1611 or vehicle, measured as mean ± SEM percentage ratio between the number of Ki67^+^ cells and the total number of cells (labeled by Hoechst 33258; proliferation index). ****p < 0.0001, Student’s *t* test. Mice analyzed: *n* = 6 for each treatment; total fields analyzed: *n* = 264 for each treatment. **(C)** Representative confocal images of nodules from MEN1611 and control groups, stained for the apoptotic marker cleaved Caspase-3 (red) and for the nuclei dye Hoechst (blue). Scale bar, 50 μm. At the top right of each tumor image, the digital enlargement (2×) of the white box area is shown. **(D)** Quantitative analysis of tumor cells expressing activated Caspase-3 in the nodules of MEN1611-treated and vehicle-treated mice. Data are mean ± SEM percentage ratio between the number of Caspase-3^+^ cells and the total number of cells, labeled by Hoechst 33258 (apoptotic index). ****p < 0.0001, Mann-Whitney *U*-test. Mice analyzed: *n* = 6 for each treatment; total fields analyzed: *n* = 287 for vehicle and *n* = 322 for MEN1611.

Interestingly, immunohistochemical analysis of the population of tumor stem cells, labeled by their expression of the CD15 antigen, showed that in MEN1611-treated group the proportion of apoptotic cells (measured as percentage ratio between CD15^+^Caspase3^+^ double-marked cells and total number of CD15^+^ cells) was 2.5-fold increased relative to control-treated tumors (*p* = 0.0019; Mann-Whitney *U*-test; **Figures 8A, B**). Conversely, no differences were detected between MEN1611- and vehicle-treated nodules in the proliferative rate of tumor stem cells, measured as percentage ratio between CD15^+^Ki67^+^ cells and total number of CD15^+^ cells (*p* = 0.7346; Student’s *t*-test; **Figures 8C, D**). This indicates that the treatment with the PI3K inhibitor MEN1611 can specifically deplete the CD15^+^ cells, with a possibly positive impact on prognosis expectance in relapses. In fact, in MEN1611-treated nodules the number of total CD15^+^ cells was reduced slightly although significantly, with respect to the control group (*p* = 0.0263; Mann-Whitney *U*-test; **Figure 8E**). We observed in MEN1611-treated nodules a significant decrease of CD15 expression also of the mRNA levels, relative to control-treated nodules (*p* = 0.0056; Student’s *t*-test; **Figure 8F**).

**Figure 8:**
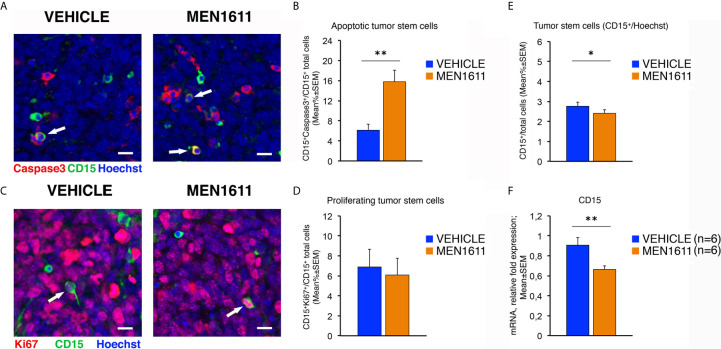
In *Ptch1^+/−^/Tis21^KO^* MB allografts, the treatment with MEN1611 induces the apoptosis of tumor stem cells. **(A)** Representative confocal images of secondary tumors from *Ptch1^+/−^/Tis21^KO^* MB allograft treated with MEN1611 or vehicle, labeled with cleaved Caspase-3 (red) and CD15 (green) markers, and the nuclei dye Hoechst (blue). The apoptotic tumor stem cells (CD15^+^Caspase3^+^) are indicated by white arrows. Scale bar, 10 μm. **(B)** Apoptotic tumor stem cells in the nodules of MEN1611-treated and vehicle-treated mice were quantified as mean ± SEM percentage ratio between the number of CD15^+^Caspase3^+^ cells and the total number of CD15^+^ cells. **p < 0.01, Mann-Whitney *U*-test. Mice analyzed: *n* = 6 for each treatment; fields analyzed: *n* = 144 for vehicle and *n* = 145 for MEN1611. **(C)** Representative confocal images of staining of MEN1611-treated and vehicle-treated nodules for Ki67 (red) and CD15 (green) markers. Nuclei were stained with Hoechst 33258. The proliferating tumor stem cells (CD15^+^Ki67^+^) are indicated by white arrows. Scale bars: 10 μm. **(D)** Quantification of the percentage ratio (mean ± SEM) of CD15^+^Ki67^+^ cells to the total number of tumor stem cells (CD15^+^) in nodules of MB allograft treated with MEN1611 or vehicle. *p* = 0.7346, Student’s *t* test. Mice analyzed: *n* = 6 for each treatment; fields analyzed: *n* = 134 for vehicle and *n* = 146 for MEN1611. **(E)** Quantification of the tumor stem cells, identified as CD15^+^ (green), in nodules of mice treated with MEN1611 or vehicle, measured as mean ± SEM percentage ratio between the number of CD15^+^ cells and the total number of cells (Hoechst-positive). The CD15^+^ cells were counted both in tumor slices reacted with the antibodies against Caspase-3 and CD15 **(A)**, and in sections labeled with Ki67 and CD15 markers **(C)**. *p < 0.05, Mann-Whitney *U*-test. Mice analyzed: *n* = 6 for each treatment; fields analyzed: *n* = 278 for vehicle and *n* = 291 for MEN1611. **(F)** Real-time PCR analysis of *CD15* mRNA obtained from MEN1611- and vehicle-treated nodules. Mean ± SEM values are from two independent experiments and are shown as fold change relative to the vehicle-treated nodules (one of them chosen for setting to unit). *TBP* mRNA was used to normalize data. Six secondary tumors per treatment were analyzed. **p < 0.01, Student’s *t* test.

Together, these results confirm the involvement of the PI3K/AKT/mTOR pathway in the phenotype of *Ptch1^+/−^/Tis21^KO^* high frequency MB model and indicate that MEN1611 can function as an anti-proliferative and a pro-apoptotic agent in the *in vivo* treatment of MB.

### In *Ptch1^+/−^/Tis21^KO^* MB Allograft, MEN1611 Inhibits PI3K/AKT/mTOR Pathway by Down-Regulating Model-Specific Genes

Next, we sought to further investigate the reduced growth of secondary tumors observed in the MB allograft by the PI3K inhibitor MEN1611, studying how in our model the enhancement of PI3K/AKT/mTOR signaling cascade observed in *Ptch1^+/−^/Tis21^KO^* MB was counteracted. For this purpose, the secondary tumors were analyzed by Western blotting for the levels of phosphorylated and total forms of various effectors of the PI3K/AKT/mTOR pathway, including AKT, S6 and 4EBP1.

As shown in **Figure 9A**, the allograft tumors treated with MEN1611 have an inhibited PI3K/AKT/mTOR signaling axis compared to vehicle-treated tumors, showing substantial decrease in levels of phospho-AKT, phospho-S6 and phospho-4EBP1 relative to their corresponding total forms. The densitometric analysis revealed a significantly lower level of phosphorylation of AKT at Ser473 in MEN1611-treated nodules with respect to vehicle-treated nodules (*p* = 0.0077; Student’s *t*-test; **Figure 9A**). As for the mTOR substrates S6 and 4EBP1, in the MEN1611 group we observed a significant decrease of their phosphorylation relative to the control group, with phospho-S6 showing higher statistical significance (MEN1611 *vs*. vehicle, for phospho-S6: *p* < 0.001; for phospho-4EBP1: *p* = 0.0448; Student’s *t*-test; **Figure 9A**). Interestingly, the inhibition of the PI3K/AKT/mTOR pathway by MEN1611 does not induce in the nodules the activation of the pro-survival MAPK signaling pathway (data not shown), event that often promotes resistance to single drugs (79).

**Figure 9:**
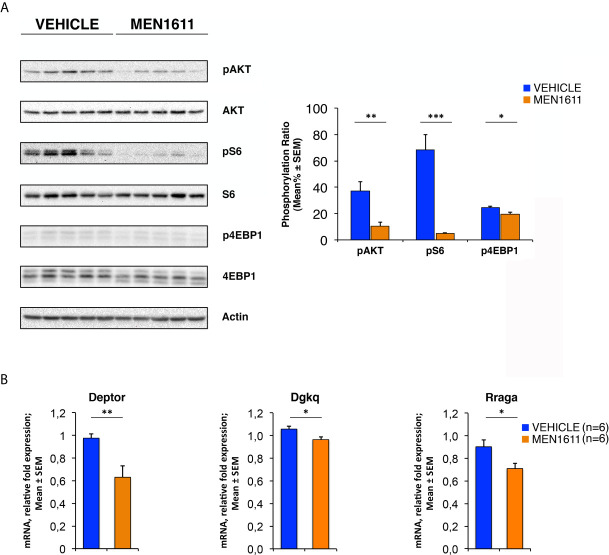
In *Ptch1^+/−^/Tis21^KO^* MB allografts, MEN1611 inhibits the PI3K/AKT/mTOR pathway by down-regulating model-specific genes. **(A)** Immunoblotting and densitometry analysis with anti-phospho-AKT (at Ser473), anti-AKT, anti-phospho-S6 (at Ser235/236), anti-S6, anti-phospho-4EBP1 (at Thr37/46), and anti-4EBP1 antibodies in MEN1611- and vehicle-treated nodules. Five tumors per treatment were analyzed. The protein phosphorylation ratio (see graph) was obtained by averaging (mean% ± SEM) the band densitometric intensity value of phosphorylated protein *versus* the densitometric value of total protein of each sample. *p < 0.05, **p < 0.01 or ***p < 0.001, Student’s *t* test. **(B)** Real-time PCR analysis of mRNA obtained from MEN1611- and vehicle-treated nodules. Six tumors per treatment were analyzed. Average ± SEM values are from two independent experiments and are shown as fold change relative to the control sample (vehicle-treated nodules; one of them was chosen for set to unit). *TBP* mRNA was used to normalize data. *p < 0.05 or **p < 0.01, Student’s *t* test.

Furthermore, the expression of model-specific genes related to activation of the PI3K/AKT/mTOR pathway in *Ptch1^+/−^/Tis21^KO^* mice was also down-regulated in nodules isolated from MEN1611-treated mice as compared to vehicle-treated controls. In fact, in the MEN1611 group the mRNA levels of *Deptor*, *Dgkq* and *Rraga* genes, determined by real-time PCR, were significantly decreased with respect to the control group (MEN1611 *vs*. vehicle, for *Deptor*: *p* = 0.0024; for *Dgkq*: *p* = 0.0176; for *Rraga*: *p* = 0.0207; Student’s *t*‐test, **Figure 9B**).

Overall, our results demonstrate that in MB cells the PI3K inhibitor MEN1611 rescues the *Ptch1^+/−^/Tis21^KO^*-dependent activation of the PI3K/AKT/mTOR pathway, in parallel with a decrease of tumor growth and increased death of MB stem cells, and point to treatment with MEN1611 as a promising approach for cancer therapy of MBs harboring the *Tis21* ablation.

## Discussion

We have previously generated a high frequency MB model *Ptch1^+/−^/Tis21^KO^*. The heterozygosity of *Patched1* causes constitutive activation of the Shh pathway, which is by itself a cause of tumorigenesis in GCPs, while *Patched1* homozygosity is lethal (embryos die at E9 due to failure of the closure of the neural folds) (26). In this report we show a PI3K/AKT/mTOR pathway signature identified in data belonging to a previous microarray analysis, specific for our MB mouse model. This signature denotes activation of this pathway and appears to be specifically associated to the synergic interaction between the *Tis21* knockout and the *Patched1* heterozygosity in P7 GCPs. Remarkably, this activation of the PI3K/AKT/mTOR pathway is seen not only in P7 GCPs of *Ptch1^+/−^/Tis21^KO^* mice relative to *Ptch1^+/−^/Tis21^WT^* mice, but also in *Ptch1^+/−^/Tis21^KO^* tumors relative to *Ptch1^+/−^/Tis21^WT^* tumors, where the PI3K inhibitor MEN1611 is able to counteract the ongoing tumorigenesis.

### Dual Effect of Tis21 Deletion on Ptch1-Dependent Medulloblastoma Development Through Cxcl3-Dependent Control of Migration and PI3K/AKT/mTOR Control of Mitosis/Apoptosis

The increase of proliferation observed in *Ptch1^+/−^/Tis21^KO^ vs. Ptch1^+/−^/Tis21^WT^* tumors is not present in either GCPs or MB lesions of 2-, 6- or 12-week-old mice (27), indicating that this proliferative phenotype is tumor-specific; conversely, in *Ptch1^+/−^/Tis21^KO^* cerebella during either the physiological or preneoplastic development the arrest of migration of GCPs prevails (27). However, the activation of the PI3K/AKT/mTOR mRNAs observed in P7 GCPs of *Ptch1^+/−^/Tis21^KO^ vs. Ptch1^+/−^/Tis21^WT^* mice, is propaedeutic to activation of cell division (e.g., through up-regulation of the translation initiation factors *Eif2c1*, *Eif3a*, *Eif3c*), and might be an early developmental effect that in fully developed tumors triggers increased cell division. We hypothesized that the defect of migration of the GCPs from the EGL, forcing the GCPs to remain exposed longer to the effect of Shh, may favor mutations, followed by transformation from a preneoplastic to a neoplastic state with proliferative activation. This hypothesis is supported by experimental data showing that the rescue of the defect of migration in *Ptch1^+/−^/Tis21^KO^* cerebella by exogenous administration of Cxcl3 significantly reduces MB frequency (31). Additionally, we propose here that the neoplastic transformation in the high frequency Shh-MB model *Ptch1^+/−^/Tis21^KO^* could be the result of a synergy between the *Tis21^KO^*-dependent down-regulation of *Cxcl3*, which forces the GCPs to remain in the EGL, and the activation of the PI3K/AKT/mTOR pathway, that fully displays its pro-proliferative effects when the transition from preneoplastic to neoplastic GCPs takes place. Our hypothesis is in agreement with the concept that in the MB pathology the PI3K/AKT/mTOR pathway is mostly involved in tumor promotion rather than initiation (40). Moreover, in the high frequency medulloblastoma model, the activation of PI3K pathway does not seem to be correlated to the defect of migration. In fact, in the *Ptch1^+/+^/Tis21^KO^* GCPs the defect of migration is present, relative to *Ptch1^+/+^/Tis21^WT^* GCPs (27), but there is no up-regulation of the PI3K/AKT/mTOR pathway, unlike in *Ptch1^+/−^/Tis21^KO^* (compare column B *vs*. column C in **Figure 2**).

### Different Mode of Activation of the PI3K/AKT/mTOR Pathway in Ptch1^+/−^/Tis21^KO^ GCPs, in MB and in Nodules

It is known that in different human cancers *Btg2* (human ortholog of the mouse gene *Tis21*) inhibits the processes of cell proliferation, survival and metastasis by suppressing the PI3K/AKT/mTOR pathway, since the Btg2 protein acts as a negative regulator of AKT in both tumor cells (80–82) and normal ones (83, 84). In the high frequency MB mouse model *Ptch1^+/−^/Tis21^KO^* we observed increased phosphorylation of AKT and, to a higher extent, of S6, a downstream target of mTOR (85), suggesting that in this *Tis21*-dependent mechanism mTOR might be more directly involved than AKT. It is possible that the cell type and/or the genetic background (i.e., *Patched1 *heterozygous) influence the inhibitory mechanism of action of *Btg2*/*Tis21* on the PI3K/AKT/mTOR pathway. Indeed, it is worth noting that in the P7 GCPs of the high frequency MB model *Ptch1^+/−^/Tis21^KO^* two activators of PI3K/AKT, i.e., *Timp1* (58) and *Sik2* (59) are down-regulated; likewise, the antagonist of mTOR *Smg1* (60) is down-regulated, while the mTOR activators *Lars*, *Rraga* and *Dgkq* (65, 66) are overexpressed. We have observed this differential regulation also in MB tumors (**Figure 3A**), and is possible that it will be detectable at protein level as well, given that differentially expressed mRNAs correlate well with their protein products (86). Of note, in addition to AKT phosphorylation, the mTOR/S6K signaling could also be responsible for the increase in cell survival observed in *Ptch1^+/−^/Tis21^KO^* MBs, by its positive impact on protein translation (87) or by direct inhibitory phosphorylation of the pro-apoptotic protein BAD (88). In nodules derived from transplanted high frequency MB tumors we observed a striking inhibition of the phosphorylation of S6, as well as of AKT and 4EBP1, by the PI3K inhibitor MEN1611, together with strong inhibition of tumor volume, cell proliferation and survival. This implicitly confirms that the PI3K/AKT/mTOR pathway is responsible for the increased mitotic activity and cell survival. Altogether, our data suggest that there is an ongoing activation of the PI3K/AKT/mTOR pathway in the *Ptch1^+/−^/Tis21^KO^* high frequency MBs.

### Resistance to MB Treatment Generated by Positive Interaction Between the Shh and mTOR Pathways

Interestingly, in support of this possibility is the finding that there is crosstalk between the Shh and the mTOR pathways. It has been demonstrated that within the GCPs, during cerebellar development, Shh signaling differently regulates the downstream effectors of the mTOR pathway, thus promoting protein translation and increasing cell proliferation (89, 90); in turn, in tumor cells the mTOR/S6K1 pathway can directly activate Gli1, independently of the Shh/SMO pathway, which is also a cause of resistance of tumor cells to inhibitors targeting Shh/SMO signaling (91). Furthermore, it has been observed that the PI3K/AKT/mTOR pathway is mutated in more than 5% of Shh-type MBs (which could be the reason for activation of Gli1 in itself, as mentioned above), and in 12% of cases of a large cohort of human medulloblastomas (*n* = 155) this pathway was found to be activated, as judged by phospho-AKT and phospho-S6 expression; moreover, this activation was detected mainly in adult patients and was associated to a poor outcome (41). This would suggest that our high frequency MB mouse model *Ptch1^+/−^/Tis21^KO^*, carrying activation of both the Shh and the PI3K/AKT/mTOR pathways, could be a model representative of such a cohort of patients with high-risk Shh-type medulloblastoma.

### Wide Action of MEN1611 Also on Cancer Stem Cells; Possibility of Combined Cxcl3/MEN1611 Therapy

Inhibition of PI3K/AKT/mTOR signaling in cancer represents a promising therapeutic strategy, with isoform-selective PI3Kα inhibitors showing greater efficiency and less toxicity than pan-PI3K inhibitors (92). Currently, several PI3K inhibitors – e.g., BKM120 and Alpelisib – have been tested on MB cell lines for their effects, which were tumor growth inhibition and increase of apoptosis (79, 93, 94). Here, we have investigated for the first time the preclinical activity in a brain tumor of a novel, orally bioavailable PI3Kα inhibitor, MEN1611, finding a strong anti-cancer effectiveness against *Ptch1^+/−^/Tis21^KO^* MBs. Our finding of an involvement of Cxcl3 in MB development could also suggest the possibility of a combined therapy with Cxcl3 and this PI3K inhibitor. On the other hand, combination therapies have been proposed for the inhibitors against mTOR/S6K1 and Hedgehog pathways together, as possibly more effective in cancer targeting (41, 95). However, the mTOR inhibitors can activate AKT by interrupting a negative feedback regulatory loop, resulting in their anti-tumor activity attenuated in patients (96). Conversely, our data indicate that MEN1611 causes the inhibition of PI3K/AKT/mTOR signaling by both blocking the activation of AKT possibly induced by mTOR inhibition and suppressing the phosphorylation of downstream targets of mTOR such as S6 and 4EBP1. Therefore, MEN1611 could increase the anti-neoplastic effects of an mTOR inhibitor, such as rapamycin, being suitable for a combined therapy. Furthermore, judging by the steady inhibition of the MB tumor growth curve, in our MB allograft model the treatment with MEN1611 does not appear to lead to drug resistance, as observed with other PI3Kα selective inhibitors in several cancer studies (97). Interestingly, MEN1611 increases apoptosis in *Ptch1^+/−^/Tis21^KO^* nodules, not only in the whole population of tumor cells, but also in the tumor stem cell CD15^+^ population, with consequent decrease of stem cell number. This suggests that this PI3K inhibitor facilitates, possibly by inhibiting the AKT-Bcl2 pro-survival pathway, the death of the tumor stem cells, which are at the origin of relapses also after years. This is important considering that the Shh-type MB patients treated with Shh/SMO antagonists have rapid tumor recurrence (98, 99). Further analyses are required, also to test the possibility that MEN1611 crosses the blood-brain barrier. At any rate, different delivery routes to central nervous system may be available (e.g., intrathecal or by liposomes) (100).

All this raises a question about the physiopathological involvement of *Btg2* in human medulloblastoma tumorigenesis; indeed, we have previously observed that the expression of *Btg2* varies considerably among different types of human MB tumors, with a prevalent decrease below the level measured in control cerebellum tissue (28). This is also consistent with the large *Btg2* deregulation observed in human MBs in ONCOMINE database^6^, where in classic and desmoplastic medulloblastoma samples there is large decrease or increase (from 0.5 to 5.5 log_2_ median intensity) of *Btg2* expression, relative to control cerebellum samples (average 3.5 log_2_ median intensity), thus indicating ample deregulation of expression. Therefore, *Btg2* could be implicated as a deregulated gene in the onset of the human medulloblastoma.

## Conclusion

In conclusion, although our preclinical study in mice does not allow us to predict with certainty if MEN1611 will be effective in human MB therapy, our data are highly encouraging. Indeed, the favorable toxicity profile and the potent anti-neoplastic effects observed in mice treated with MEN1611 suggest that this PI3K inhibitor may be suitable alone or in combination with other targeted therapies for the treatment of the cohort of patients with Shh-type MBs and with down-regulation of the *Btg2* gene. Importantly, the value of the MEN1611 therapy may be general for the treatment of brain tumors and not be limited to Shh-type MBs alone, because selective inhibition of the PI3K/AKT/mTOR pathway appears to be a promising strategy also in Wnt-type MBs (101), in Group 3 MBs (102, 103) and in gliomas (104). Therefore, MEN1611 could have future relevance for the treatment of patients with different intracranial tumors. Furthermore, our high frequency MB mouse model carrying activation of both the Shh and the PI3K/AKT/mTOR pathways could be a tool suitable to represent the subset of patients with this type of medulloblastoma.

## Data Availability Statement

The gene array expression data are shown as heat map in published reference (27) and as supplementary table of reference (27) at http://www.inmm.cnr.it/tirone/. The whole microarray datasets are deposited at the Gene Expression Omnibus (GEO) repository with Accession Numbers GSE178122 and GSE178124 (https://www.ncbi.nlm.nih.gov/geo/).

## Ethics Statement

The animal study was reviewed and approved by Italian Ministry of Health (Authorizations N. 206/2017-PR and N. 872/2015-PR).

## Author Contributions

MC and FT conceived and designed this study. MC, GD’A, LM, and GP performed the experiments. MC, GD’A, LM, and FT analyzed and interpreted the data. GG and SC performed in-depth bioinformatic analysis using previously available microarray data. MC and FT wrote the manuscript. GM provided reagents and performed early experiments with MEN1611. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Regione Lazio, POR FESR 2014-2020 Bando “Life 2020_Progetti integrati” for the project “PISTA (PI3K for Solid Tumor therApy)”; CUP F57H18000070007. This study was also supported by grants from Lazio Innova (number 85-2017-14785) and from Fondazione Giovanni Celeghin to FT. MC was recipient of a postdoctoral fellowship from the Fondazione Giovanni Celeghin and from Lazio Innova grants. GD’A was recipient of a fellowship from the Fondazione Adriano Buzzati-Traverso (Arturo Falaschi fellowship) and from Lazio Innova grant.

## Conflict of Interest

Author GM was employed by Menarini Ricerche S.p.A.

IBBC-CNR has participated actively in the project PISTA (PI3K for Solid Tumor therApy), led by Menarini Ricerche S.p.A., whose goal has been to study the anti-cancer effect of the molecule MEN1611, being Menarini group the exclusive license owner on MEN1611.

PISTA (CUP F57H18000070007) has been partially funded with a non-refundable grant by Regione Lazio (Lazio Innova) under the EU programme ERDF ROP 2014-2020 and encompasses the activities mentioned in this paper, including FT’s and GM’s personnel cost and laboratory expenses.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

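Gene expression was measured on 8 two-channel arrays of GCPs isolated at P7, 4 from *Ptch1+/-/Tis21 KO* mice and 4 from *Ptch1+/-/Tis21 WT* mice, as many as the paper states for these genotypes. Samples were grouped by the genotype and replicate number of their labels. The arrays of the *Patched1* wild-type background, the real-time PCR and the tumor samples were not analysed here. In the labels the *Tis21* genotype stands under the reference channel, although that channel held adult mouse brain RNA, and it was taken as the genotype of the GCPs, as the sample titles give it.

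The authors deposited 1 table per array with the intensity of each probe in the Cy3 and Cy5 channels, as the median spot signal minus the local background, floored at 1. The authors also deposited a table of log2 values for the 8 arrays with 41265 probes, which was checked against the intensities and equals their log2 ratio, Cy3 over Cy5, minus 1 baseline per probe. According to the methods, the authors used GeneSpring with a threshold of 1, log2 transformation, a shift to the 50th percentile and a baseline to the median of all samples. The per-array shift is absent from the deposited log2 values, and their baseline is not the median of these 8 arrays alone. Spot flags and background values were not used here.

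Each array's table has 41267 probe names, of which 93 are controls and were left out. The Cy3 intensities of the other 41174 probes were floored at 1 and log2 transformed, and the 50th percentile of each array was subtracted. The floor was applied before the shift, in the order of the methods. Because the intensities were deposited with the floor already in them, a value at 1 is only an upper limit. The probe annotation names 1 gene for 31339 probes and several genes for 0 probes, and 9835 probes are unnamed here. Symbols were updated through RefSeq accessions, of which 27814 matched, 26629 with the same symbol and 1185 with another. There are 19820 named genes, 7934 of them with several probes. For a gene with several probes, the probe with the highest mean log2 signal over the 8 arrays was used.

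Differences between genotypes were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the 41174 probes and a threshold of 0.05. Tables were read with data.table 1.17.8. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15. For single genes an exact two-sided permutation test over the 70 labelings of the arrays was added, whose smallest p is 0.0286. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 12 lists. They cover the eIF3 complex, the core of the pathway, proliferation, Sonic hedgehog genes, mature granule neurons and Purkinje cells. The others cover astroglia, oligodendrocytes, microglia, meninges and vessels, blood, and Y-linked genes. The lists were written before the data were examined. The named genes are every gene of Figures 1 and 2, *Btg2*, *Btg1* and *Ptch1*, and the 5 genes highest and the 5 lowest by log2 fold change among the called probes with a symbol and no overlap between genotypes. The values of the Figure 2 genes in the figure had been seen before this rule was set.

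The depth of an array is its signal over background. The negative control had a Cy3 intensity between 2.64 and 10.3, and 72 to 206 probes per array were above an intensity of 65000. With 4 arrays per genotype, the number of arrays limits the precision. The fit was tested on simulated data of 41174 probes with 50 changed probes at each of 4 sizes, drawn only from probes brighter than the median. It called 4, 37, 47 and 48 of those changed by 1, 2, 3 and 4 on the log2 scale. Of its 151 calls, 15 (9.93%) were false, all at probes dimmer than the median, and 7 of the 15 had a value at the floor. No dimmer probe was changed, so any call among the dimmer probes was false by design. In 10 simulations without any change the fit called 0 probes.

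The alternatives set before the data were examined were the 75th percentile, quantile normalization, scaling before the floor, a floor of 10, the log ratio to the reference with and without loess, leaving out the dimmer probes, an intensity trend in the variance, the methods' one-way test, the replicate number as a block, the deposited log2 table, the Y-linked level as a covariate, the mean of a gene's probes, the correlation between genes estimated by camera, and leaving out each array. Added after seeing the data were the sets of arrays parted by the reference channel as a term, and the probes matching Figure 2 with the Cy3 values and with the deposited table. The weighting of arrays by quality was considered after seeing the data and was not run.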

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

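The tests of the position of *Ptch1+/-/Tis21 WT* replicate 1 and of the sets of arrays in the reference channel were chosen only after the results were seen, and the tests of chance and of the floor in that channel were set after its count was seen but before their own values. An array was singled out when its gap to the nearest array of its genotype was large against the range of the 4. This held in 6 of 64 groups (9.38%), and chance flags about 1 in 20 groups.

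*Ptch1+/-/Tis21 WT* replicate 1 stood far from the other *Ptch1+/-/Tis21 WT* arrays in 3 measures. On the first principal component of the sample channel it lay at -39.98, against 45.15 to 61.43. Its *Btg2* level at A_52_P31543 was 4.54, against 4.94 to 4.99, and its *Cxcl3* level was -0.55, against -2.07 to -1.94. With this array set aside, 395 bright probes part the 4 *Ptch1+/-/Tis21 KO* arrays from *Ptch1+/-/Tis21 WT* replicates 2 to 4 by at least 0.8 on the log2 scale, and it lay nearer to the *Ptch1+/-/Tis21 KO* arrays at 94.68% of them. Setting aside any other array left 13 to 31 such probes.

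A first candidate explanation is the batch seen in the reference channel, where this array sits with *Ptch1+/-/Tis21 KO* replicates 1 to 3. *Ptch1+/-/Tis21 KO* replicate 4 sits with *Ptch1+/-/Tis21 WT* replicates 2 to 4 and should then lie near them. At the 591 probes that part those 6 arrays, it lay nearer to the *Ptch1+/-/Tis21 KO* arrays at 80.88%, which argues against the batch as the whole cause, by a narrow margin over the bound of 80% set for the test. The median position of *Ptch1+/-/Tis21 KO* replicate 4 was 0.80 of the way to the *Ptch1+/-/Tis21 KO* arrays, so a part played by the batch stays open. A second is that *Ptch1+/-/Tis21 WT* replicate 1 is *Ptch1+/-/Tis21 KO* RNA. At the 3 *Btg2* probes it lay above the highest *Ptch1+/-/Tis21 KO* array by at least 1.55 on the log2 scale, more than the SD of the *Ptch1+/-/Tis21 KO* arrays at each, which argues against it. It also lay below the other *Ptch1+/-/Tis21 WT* arrays at all 3 probes (0.54 against 2.58 or more at A_52_P35217), and a mixed sample was not tested. Another is a change in the RNA level of the genes. At 212 other bright probes of 168 of these genes, the difference was a median of 0.10 of that at the parting probes (0.0986, quartiles -0.10 to 0.40). It ran the same way at 63.21% of them. Some genes have several parting probes that changed alike, such as *Hnrnpa0* (-2.51 and -2.07) and *Vars* (-1.71 and -1.47). The parting probes were picked for a large gap, so the comparison cannot decide on the whole RNA of these genes. A change in their whole RNA or in single isoforms stays open. So do litter and other differences between animals, which were not tested. The Sonic hedgehog and microglia lists also place this array with the *Ptch1+/-/Tis21 KO* arrays.

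*Ptch1+/-/Tis21 KO* replicate 3 had a *Rraga* level of 7.03, against 6.39 to 6.48 in the other *Ptch1+/-/Tis21 KO* arrays, and an *Eif2c1* level of 4.23, against 3.10 to 3.29. *Ptch1+/-/Tis21 KO* replicate 2 had an *Olfr828* level of -2.91, against -1.98 to -1.82, at a probe where all *Ptch1+/-/Tis21 WT* arrays are at the floor. No explanation was tested for these 3 values, and chance is not excluded.

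The reference channel, which the paper does not report on, held the same kind of RNA on all arrays, yet limma called 77 probes between the arrays of the 2 genotypes in it, 56 higher and 21 lower on *Ptch1+/-/Tis21 KO* arrays (4397 at an unadjusted p under 0.05). Of these, 1 is among the 20 probes called in the sample channel, and 1 is a probe matching Figure 2. Chance cannot be excluded, since 2 of the 35 splits of the arrays into 4 and 4 called as many, the real one included, and the highest other split also called 77. The floor may account for much of the count: in 88.3% of the 77 probes all arrays of a genotype were at the floor. For the sets of arrays, the first test asked whether the genotypes call more probes than the sets, and they did, with 77 against 61. It was then replaced by the set as a term in the fit, where 15 probes remained, all among the 77, between the bounds set, so genotype and set cannot be told apart for these probes, each set holding only 1 array of a genotype. No biological explanation was tested, as the design gives none for the reference.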

How the results depend on the processing

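The alternatives that use the sets of arrays or the probes matching Figure 2 were chosen after seeing the data. Background correction with normexp was not run, as no background column was used, and a block for slide or scan was not run, as the files used give neither.

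The count of probes past an adjusted p of 0.05 (20, of which 9 were higher and 11 lower) did not keep within 1.5 times its value under most alternatives. It was 3 with the 75th percentile (1 higher, 2 lower), 45 with quantile normalization (18 and 27, 14 of them shared with the 20), 4 with a floor of 10, 1 with the log ratio and loess, 10 with the dimmer probes left out (7 and 3, among 20587 probes), 2 with the methods' one-way test, 3 with the Y-linked level as a covariate and 7 with the set of arrays as a term (1 and 6). With limma it was 0 with the log ratio without loess (3356 at an unadjusted p under 0.05) and 0 with the deposited table (2358 unadjusted). Scaling before the floor gave 17, with 10 higher and 7 lower, and the intensity trend 14 (9 and 5), only 2 of them among the 20. Leaving out 1 array gave 3 to 379 probes: 379 without *Ptch1+/-/Tis21 WT* replicate 1 (198 higher, 181 lower), 124 without *Ptch1+/-/Tis21 KO* replicate 4 and 3 without *Ptch1+/-/Tis21 KO* replicate 1. The cause was not tested, apart from the smaller number of probes in the filter.

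The replicate block gave 0 probes in limma (2662 unadjusted). The numbers do not pair the arrays: the deviations of arrays of the same number correlated by -0.07, -0.02, -0.01 and 0.03, so a call lost there is not a weaker effect.

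Of the genes of Figure 2, 0 passed in limma, with 7 at an unadjusted p under 0.05. With the dimmer probes left out 1 passed and with the intensity trend 1, *Depdc6* in both (adjusted p 0.044 and 0.037, in a range of 0.037 to 0.77 with all arrays kept). Leaving out 1 array gave 0 to 2, with 2 without *Ptch1+/-/Tis21 WT* replicate 1. *Btg2* passed with the dimmer probes left out, with the intensity trend and without *Ptch1+/-/Tis21 KO* replicate 3 (-5.91).

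The eIF3 list rose to 0.38 with the log ratio without loess, past the threshold, and fell to 0.02 with loess and 0.07 with quantile normalization. The log ratio without loess turned the core pathway list to 0.16 and the proliferation list to 0.11, and it moves the median of all probes from -0.10 to 0.16. With loess the proliferation list was -0.21, past the threshold. With the set of arrays as a term, the eIF3, core pathway and proliferation lists were 0.06, -0.04 and -0.000612, none past it. Leaving out 1 array kept the 3 lists' directions, between 0.11 and 0.21, -0.31 and -0.10, and -0.27 and -0.04. The cause was not tested.

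Some genes turned direction. With the 75th percentile *Btg1* turned to 0.0130. With loess, *Timp1* turned to -2.94, *Smg1* to -0.25, *Dgkq* to 0.00198, *Btg1* to 0.22 and *Olfr828* to -0.21. Without loess, *Timp1* turned to -2.68, *Lars* to 0.25, *Dgkq* to 0.28 and *Btg1* to 0.64. In the deposited table, *Timp1* turned to -2.91, *Smg1* to -0.18, *Lars* to 0.0228, *Dgkq* to 0.0519, *Btg1* to 0.41 and *Rab11fip2* to -0.17. With the mean of a gene's probes, *Timp1* turned to -0.71, *Smg1* to -0.19, *Lars* to 0.39, *Dgkq* to 0.80, *Eif3a* to -0.11 and *Rab11fip2* to -1.67. For *Timp1*, *Eif3a* and *Rab11fip2* this rests on a probe with 2 *Ptch1+/-/Tis21 KO* arrays at the floor, so the sizes are on the floored scale. With the negative control in place of lower values, these probes were 1.97-fold, 1.68-fold and 6.07-fold lower, and only that of *Rab11fip2* without overlap. *Smg1* turned to -0.0200 with the Y-linked covariate and to -0.10 with the set as a term. At the probes matching Figure 2, *Smg1* turned to -0.45, *Lars* to 2.00 and *Dgkq* to 1.8025, and there with the deposited table *Timp1* to -2.91, *Smg1* to -3.53, *Lars* to 1.59 and *Dgkq* to 2.36. Leaving out 1 array, *Smg1* ranged from -0.10 to 0.13, *Btg1* from -0.11 to 0.0259 and *Rab11fip2* from -0.00247 to 0.16. None of these values passed the adjusted threshold in limma, and the cause was not tested. The other named genes kept their direction.

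Signal over background limits what these arrays resolve, as does their number: 15 of the 20 called probes rest on a whole genotype at the floor, where the size of a change is only bounded.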

Differences from the paper's values

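The paper's text gives 13 genes of the pathway as significantly different between these genotypes. Here 0 of the 13 passed an adjusted p of 0.05 in limma (7 at an unadjusted p under 0.05), and every alternative set before the data were examined also differs from 13. Of the settings run, the filter on dim probes and the intensity trend each call *Depdc6*, and leaving out *Ptch1+/-/Tis21 WT* replicate 1 calls *Depdc6* and *Eif3c*. All 3 were set before the values were seen, and none of the settings calls the other 11 genes. The paper's test spans 4 genotypes, of which 2 were analysed here.

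Figure 2 prints log2 fold changes, given here to 2 significant digits. A value is taken to reach the paper's, or to fall within it, when the gap is no larger than the replicate SD of that setting. This is looser than the match at 2 significant digits used to choose the matching probes. For *Timp1* the paper shows about -2.9 in Figure 2, and the value here is 0.34. Of the alternatives set before, the log ratio with loess (-2.94), the log ratio without loess (-2.68) and the deposited table (-2.91) fall within the paper's value, and the others do not. For *Sik2* the paper shows about -4.1 in Figure 2, against -1.11 here, and the log ratio without loess (-3.90) and the deposited table (-4.12) reach it, the others not. For *Cxcl12* the paper shows about 0.87 in Figure 2, against 0.39 here, and for *Rraga* about 0.90 in Figure 2, against 0.33. Both are reached with the log ratio with loess (0.77 and 0.73), without loess (1.10 and 1.13) and with the deposited table, and under no other alternative set before.

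For *Smg1* the paper shows about -3.5 in Figure 2, against 0.0222 here, for *Lars* about 1.6 in Figure 2, against -0.35, for *Dgkq* about 2.4 in Figure 2, against -0.20, and for *Pdgfd* about 4.0 in Figure 2, against 0.89. All the alternatives set before differ for these 4 genes. Chosen after seeing the values, the matching probe lies within the replicate SD of the paper's value for *Lars* (2.00, SD 0.99) and *Dgkq* (1.8025, SD 0.81). The unnamed probe A_52_P636948 does so for *Pdgfd* (3.76, SD 1.22). At the matching probe with the deposited table, also chosen after seeing the values, *Smg1* is -3.53, *Lars* 1.59, *Dgkq* 2.36 and the unnamed probe 3.97, and all 13 differences match the figure. Both settings drop all 13 of the paper's called genes in limma, with 0 past an adjusted p of 0.05 and 9 and 8 at an unadjusted p under 0.05.

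The paper states that *Timp1* and *Smg1* are lower and *Lars* and *Dgkq* higher in *Ptch1+/-/Tis21 KO* GCPs. At the brightest probes these 4 have the other sign, each with overlap between the genotypes (exact permutation test, p from 0.086 for *Lars* to 0.91 for *Smg1*), while 9 of the 13 run the paper's way. Figure 1 shows *Rab11fip2* as lower, where its brightest probe changed by 0.09 and its other probe, with 2 *Ptch1+/-/Tis21 KO* arrays at the floor, was at least 6.07-fold lower. The paper's methods state a shift of each array to the 50th percentile, and the medians of the deposited log2 columns run from -0.56 to 0.97.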

Other observations

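The tests of the floor among the called probes and of the reference channel at *Timp1*, *Sik2* and *Smg1* were chosen only after the results were seen. The others were set before.

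Chance cannot be excluded for the 20 probes called between genotypes: 10 of the 35 splits of the arrays into 4 and 4 called as many, the real one included, and the highest other split called 38. The split that follows the sets of the reference channel called 35, and with the set as a term 7 probes are called between genotypes.

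The floor may account for most of the 20 probes, since 75% of them have all 4 arrays of a genotype at the floor of 1. Only 2 have no value at the floor, the unnamed probes A_52_P723233 (3.27) and A_51_P216440 (3.46), named after their values were seen. In all 20 the genotypes did not overlap, as in 4.63% of all probes, where chance gives 2.86%.

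The sex of the animals cannot be told apart from the genotype as a source of the count. The mean Y-linked level differed by -0.50 (-0.504, knockout minus wild-type) on the log2 scale, just past the bound of 0.5 under which sex would have been argued against, with overlap between genotypes (exact permutation test, p = 0.29). Leaving out 1 array moves it to both sides of that bound, from -0.90 without *Ptch1+/-/Tis21 KO* replicate 3 to -0.27 without *Ptch1+/-/Tis21 KO* replicate 4. With the Y-linked level as a covariate 3 probes were called. *Xist*, a marker of female cells, was far above the array median on every array. It lay between 7.00 and 8.22 on *Ptch1+/-/Tis21 KO* arrays and between 6.98 and 7.69 on *Ptch1+/-/Tis21 WT* arrays, so neither genotype lacked its signal.

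At *Timp1*, *Sik2* and *Smg1*, a change in the reference channel is a candidate explanation for the lower ratios: on the floored scale of the deposited ratios it gives at least 68.9% of the decrease at each of the 3 probes matching Figure 2. Since 2 or more *Ptch1+/-/Tis21 WT* arrays are at the floor there in that channel, the size of the rise is only bounded. With the Cy5 negative control in place of lower values, the decrease of each ratio is smaller too. The lowest share of that smaller decrease is 52.3%, at *Sik2*, little above the bound of 50%. Against the deposited decrease of -4.12, the rise of 1.41 at *Sik2* falls below that bound.

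Other cells in the samples may contribute to the count. Without any of the alternatives, the microglia list moved most among the 7 lists of cell types. Its median log2 fold change was -0.61 (8 of 9 genes lower, adjusted p = 0.0029 from camera with the preset correlation). This meets the condition set before. Under some alternatives another list moved more. Blood did with the log ratio without loess (0.77 against -0.03) and with the deposited table (0.54 against -0.25). Oligodendrocytes did with loess (-0.40 against -0.27) and with the mean of a gene's probes (-0.62 against -0.56). Meninges and vessels did with the set of arrays as a term (0.47 against -0.32). None of the microglia genes is among the 20 called probes. With the estimated correlation the adjusted p is 0.50, so a stricter condition tried after the value was seen, and then dropped, would not be met, and the exact permutation p of the list's mean is 0.17. The median stayed below 0 over 14 alternatives, from -0.75 to -0.03, with 11 past the threshold, and the smallest change was that of the log ratio without loess. The intensity trend, counted among the 14 and the 11, leaves a list test unchanged and repeats the main result. *Ptch1+/-/Tis21 WT* replicate 1 had a mean level of 1.12, below the *Ptch1+/-/Tis21 KO* arrays (1.47 to 1.92), while *Ptch1+/-/Tis21 WT* replicates 2 to 4 lay between 2.56 and 2.72. The 1.12 is pulled down by *P2ry12*, at the floor on that array (-5.83). At the other genes of the list the array lay on both sides of the *Ptch1+/-/Tis21 KO* mean. The probes with the highest signal in the list were those of *Trem2* (3.98 in *Ptch1+/-/Tis21 KO* and 4.49 in *Ptch1+/-/Tis21 WT* GCPs) and *C1qc* (3.54 and 4.24). Of the 9 genes, 8 lie above the array median and 0 belong to another list. The other lists of cell types had medians of -0.04 (mature granule neurons), -0.04 (Purkinje cells), 0.19 (astroglia), -0.43 (oligodendrocytes), 0.19 (meninges and vessels) and 0.38 (blood), and the Y-linked list -0.38, none past the threshold. Some of these passed under alternatives: astroglia (0.47, adjusted p = 0.023) and meninges and vessels (0.58, adjusted p = 0.043) with the log ratio without loess, meninges and vessels also with the set of arrays as a term (0.47, adjusted p = 0.00092), and meninges and vessels (0.40, adjusted p = 0.0010), blood (0.58, adjusted p = 0.00036) and the Y-linked list (-0.86, adjusted p = 0.014) without *Ptch1+/-/Tis21 KO* replicate 3.

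The 9 measured genes of the Sonic hedgehog list were all lower in *Ptch1+/-/Tis21 KO* GCPs, with a median log2 fold change of -0.59 (adjusted p = 0.0033 with the preset correlation, 0.50 with the estimated one, exact permutation p = 0.14). They are *Gli1*, *Gli2*, *Ptch1*, *Hhip*, *Sfrp1*, *Mycn*, *Ccnd1*, *Boc* and *Atoh1*. Whether each is a target of the pathway in these cells was not tested, so the list does not measure the pathway's output. *Ccnd1* is also in the proliferation list. Over 14 alternatives the median ran from -0.60 to -0.26, with 11 past the threshold. The intensity trend, counted among the 14 and the 11, leaves a list test unchanged and repeats the main result. The *Ptch1+/-/Tis21 KO* arrays had mean levels of 2.08 to 2.199, *Ptch1+/-/Tis21 WT* replicate 1 of 2.04, and *Ptch1+/-/Tis21 WT* replicates 2 to 4 of 2.84 to 2.97, so the difference rests on those 3 arrays. No explanation was tested for this list, which the paper does not report.

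Strain variants or passenger genes around *Btg2* were tested because the *Tis21* and *Patched1* alleles came from different strains. Of the 50 measured genes nearest to *Btg2*, 4% had an unadjusted p under 0.05, below the median of 6% over all such windows, which argues against a cluster of changed neighbours there.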
